# Organotypic stromal cells impact endothelial cell transcriptome in 3D microvessel networks

**DOI:** 10.1038/s41598-022-24013-y

**Published:** 2022-11-28

**Authors:** Matthew B. Curtis, Natalie Kelly, Christopher C. W. Hughes, Steven C. George

**Keywords:** Tissue engineering, Computational biology and bioinformatics

## Abstract

Endothelial cells line all major blood vessels and serve as integral regulators of many functions including vessel diameter, cellular trafficking, and transport of soluble mediators. Despite similar functions, the phenotype of endothelial cells is highly organ-specific, yet our understanding of the mechanisms leading to organ-level differentiation is incomplete. We generated 3D microvessel networks by combining a common naïve endothelial cell with six different stromal cells derived from the lung, skin, heart, bone marrow, pancreas, and pancreatic cancer. Single cell RNA-Seq analysis of the microvessel networks reveals five distinct endothelial cell populations, for which the relative proportion depends on the stromal cell population. Morphologic features of the organotypic vessel networks inversely correlate with a cluster of endothelial cells associated with protein synthesis. The organotypic stromal cells were each characterized by a unique subpopulation of cells dedicated to extracellular matrix organization and assembly. Finally, compared to cells in 2D monolayer, the endothelial cell transcriptome from the 3D in vitro heart, skin, lung, and pancreas microvessel networks are more similar to the in vivo endothelial cells from the respective organs. We conclude that stromal cells contribute to endothelial cell and microvessel network organ tropism, and create an endothelial cell phenotype that more closely resembles that present in vivo.

## Introduction

Endothelial cells (ECs) line the vasculature and directly impact the structure and function of all vessels, including capillaries. Interestingly, the structure and function of capillary beds is markedly organ-specific, and generally contributes to the overall function of the organ^1^. For example, the capillary endothelium in the central nervous system is characterized by a reduced ability of molecules to transit from the blood to the tissue, and vice versa (i.e., the “blood–brain barrier”)^2^. In contrast, the capillary endothelium in the liver exhibits large fenestrations which allow molecules to easily pass between the tissue and the blood^3^. In addition, increasing evidence shows that the vasculature also plays a role in patterning tissues^4–6^, suggesting bi-directional crosstalk between the endothelium and the surrounding parenchyma. Much work has been done to characterize organ-specific ECs, but the mechanism for how these organ-specific differences emerge is unclear^7–10^.

The local tissue microenvironment, including organotypic stromal cells (OSC), can potentially contribute to organ-specific capillary network structure and function. Stromal cells are a heterogeneous population of cells that form an integral part of the tissue microenvironment. Stromal cells perform diverse functions in normal physiology and pathology, including extracellular matrix (ECM) production and remodeling, and secretion of growth factors and cytokines, both of which can potentially impact EC phenotype^11,12^. Some stromal cells, such as pericytes, directly associate with blood vessels, and can regulate capillary permeability and sprouting angiogenesis^13–17^. Additionally, stromal-derived matricellular factors regulate EC sprouting angiogenesis and vascular lumen formation in vitro^18,19^. Taken together, it is clear that stromal cells are critical regulators of capillary network structure and function.

In order to better understand organ-specific features of the capillary endothelium, multicellular models of organotypic vasculature have been developed. 2D in vitro monolayers of organotypic EC are generally simple and inexpensive to create, but typically lack the multicellular complexity (i.e., are grown and studied in the absence of stromal cells) and geometry of the tissue microenvironment. In vivo animal models are perhaps more physiologically relevant, but are often cost- and time-intensive, do not necessarily reflect the human endothelium, and have limited spatiotemporal resolution. We and others have reported on the development of 3D human microvessel networks (both perfused and unperfused) as improved models to understand dynamic events such as angiogenesis^20,21^ and cellular (immune and cancer) trafficking^22–24^. While some effort has been made to validate organ-specific characteristics of the vasculature in these 3D in vitro models^22,25–27^, there is a significant gap in our knowledge of both the similarities and differences that emerge between in vivo and in vitro EC and capillary networks.

We hypothesized that OSC impact capillary EC phenotype, and that 3D capillary networks generate EC that are more representative (relative to 2D monolayer) of in vivo EC. To address our hypothesis, we examined both the EC and OSC transcriptome, using single cell sequencing, in 3D in vitro capillary networks created with OSC representing bone marrow, heart, skin, lung, pancreatic cancer, and normal pancreas. Our results demonstrate that: (1) five distinct EC phenotypes can be defined based on their transcriptome; (2) the relative proportion of each EC phenotype in the 3D networks depends on the OSC; and (3) the proportion of the EC phenotype characterized by active protein synthesis is negatively correlated with key morphological features of actively growing capillary networks including total length and number of junctions. Furthermore, each OSC demonstrated a unique population of cells as well as two populations that were shared amongst the six different OSC. Finally, compared to 2D monolayers of ECFC-ECs, the ECs from the 3D in vitro microvessel networks begin to more closely resemble the in vivo transcriptome from publicly available datasets^28–30^.

## Methods

### 2D monolayer cell culture

Endothelial cell colony-forming endothelial cells (ECFC-ECs) were isolated from umbilical cord blood, as previously described^31,32^, and were chosen as they can be considered “organ-agnostic” (derived from cord blood) and thus represent a less differentiated (progenitor) endothelial cell compared to tissue-resident endothelial cells. The ECFC-ECs were grown on gelatin-coated tissue culture plastic in EGM-2 (Lonza #CC-3162). The same donor of ECFC-ECs was used for all experiments. All organotypic stromal cells (OSCs) were purchased commercially and grown according to vendor recommendations on tissue culture plastic. Human bone marrow stromal cells (Marrow OSC; Lonza #2M-302) were cultured in Myelocult H5100 media (STEMCELL Technologies #05150) supplemented with 1 µM hydrocortisone in a-MEM (STEMCELL Technologies #74142 and ThermoFisher #12571063, respectively), 2 mM l-glutamine (ThermoFisher #25030081), and 50 unit/mL Penicillin–Streptomycin (ThermoFisher #15070063). Human cardiac fibroblasts (Heart OSC; Cell Applications #306AK-05a) were grown in HCF Growth Medium (Cell Applications #316K-500). Normal human dermal fibroblasts (Skin OSC; Lonza #CC-2511) were cultured in FGM-2 (Lonza #CC-3132). Normal human lung fibroblasts (Lung OSC; Lonza #CC-2511) were cultured in FGM-2 (Lonza #CC-3132). Pancreatic cancer associated fibroblasts (cPancreas OSC; Vitro Biopharma #CAF08) were cultured in Pancreatic Stellate CAF Maintenance Media (Vitro Biopharma #PC00B5). Human pancreatic stellate cells (nPancreas OSC; ScienCell Research Laboratories #3830) were cultured in Stellate Cell Complete Medium (ScienCell Research Laboratories #5301).

All cells were sub-cultured per vendor recommendations in a 37 °C, 5% CO_2_ incubator. Once cells reached confluence, they were briefly washed with sterile DPBS without divalent cations (DPBS(−)) (ThermoFisher #14190094) and then treated with 0.05% Trypsin–EDTA (ThermoFisher #25300062). Once lifted, the cell suspension was neutralized using cell-specific media. Cells were then centrifuged at 300×*g* for 5 min and were either (1) propagated for additional sub-culture, (2) utilized in downstream experiments, or (3) frozen down in a 10% DMSO solution for long-term liquid nitrogen storage. ECFC-ECs were used at passage P3–P6 post-cord isolation. Both Lung OSCs and Skin OSCs were used at passage P5–P7. Both Heart OSCs and cPancreas OSCs were used at passage P8–P10. Marrow OSCs were used at passage P2–P4. nPancreas OSCs were used at passage P5–P7.

### Flow cytometry

Once cell monolayers reached confluence, cells were lifted using Trypsin as described above. Cells were blocked in a 0.1% BSA buffer and labeled using conjugated antibodies (Supp. Table 1). Cells were analyzed using a ThermoFisher Attune (model #A24858), with an average of 20,000 events recorded per sample. Gating for all relevant markers of interest was determined using fluorescence-minus-one (FMO) controls for each individual marker of interest. Raw FCS files were processed using FlowJo. Cells were first gated for live, single cells prior to evaluating the expression of markers of interest. Flow cytometry analysis was performed on 3 independent biological replicates of each cell type to verify consistency in marker expression.

### 3D in vitro microvessel networks in fibrin hydrogels

Fibrinogen (Sigma #F8630) was solubilized in DPBS(−) at a concentration of 10 mg/mL, and syringe-filtered prior to use. Thrombin (Sigma #T4648) was solubilized in DPBS(−) at a concentration of 50 units/mL, syringe filtered, and stored at − 20 °C until thawed for use in experiments. Once ECFC-EC and OSC monolayers reached confluence, the cells were exposed to Trypsin and collected as previously described. To create the 3D microvessel networks, we used a well-established previously published protocol^11,33^. In brief, the OSC and ECFC-EC were counted and mixed in sterile fibrinogen at a 2:1 ratio, respectively, such that there were 2 million OSCs per mL and 1 million ECFC-ECs per mL. 150 µL of the cell-fibrinogen solution was mixed with 6 µL of thrombin and the resultant volume introduced into individual wells of a 48 well plate. As a negative control, some fibrin hydrogels contained only 1 million ECFC-ECs per mL (no OSCs present in these hydrogels). The final concentration of fibrinogen in the hydrogels was 10 mg/mL, with a final thrombin concentration of 2 units/mL. The hydrogels were allowed to polymerize for 30 min in a 37 °C incubator prior to adding media. Fibrin hydrogels were cultured in EGM-2, with media changes every other day.

### Immunofluorescence

After 7 days of culture, fibrin hydrogels were fixed in a 10% formalin buffer. Hydrogels were then permeabilized in PBS + 0.5% Tween-20 before undergoing blocking in 2% BSA in PBS + 0.1% Tween-20. Primary CD31 (PECAM1) antibody was diluted in blocking buffer and applied overnight to the hydrogels at 4 °C (Supp. Table 2). Secondary antibody was diluted in blocking buffer and applied for 45 min. at room temperature (Supp. Table 2). Hydrogels were then washed in PBS + 0.1% Tween-20 and imaged. All fibrin hydrogels were imaged using an Olympus IX83 widefield fluorescence microscope. A total of 4–6 replicates were stained for each organ-specific hydrogel condition, and a total of 4–6 fields of view were acquired per replicate using a 10× objective, for a total of 16–36 images for each 3D in vitro microvessel network condition.

### Quantitative evaluation of microvessel networks

Resultant images of the CD31-labeled microvessel networks were edited in ImageJ to further reduce background signal. Resultant JPG files were then quantified using Angiotool, as previously described^33–36^. All images were processed and quantified using the same settings, so as to minimize any error. The resultant data were further analyzed in the R computing environment (see “Statistical analysis” section below). Two parameters were highlighted, namely total vessel length and total number of junctions (or branching points). This workflow is further outlined in Supp. Fig. 2.

### Isolation of cells from fibrin hydrogels

After 7 days of culture, fibrin hydrogels were digested using nattokinase (Japan Bio Science Laboratory #NSK) diluted to 50 units/mL in EGM-2. After 1 h of exposure at 37 °C, resultant degraded hydrogels were pooled for each condition (> 5 hydrogels per condition), washed several times in DPBS(−), and exposed to an additional 10 min of 0.05% Trypsin–EDTA to ensure adequate release of cells from any remnant ECM fragments. Resultant solutions underwent additional washes, 70 µm filtration, and then finally a 40 µm filtration prior to scRNA-Seq analysis.

### Transcriptome alignment and initial processing

All single cell library preps and sequencing was performed by the UC Davis DNA Technologies Core and UC Davis Bioinformatics Core Facilities. Cells were analyzed by 10× Genomics 3′ sequencing v3. Raw fastq files were processed using CellRanger count (10× Genomics) for genome alignment via the Linux command line. Resultant filtered output files were brought into the R computing environment and analyzed further via the Seurat pipeline and by using a series of scRNA-Seq analysis packages (Supp. Table 3). All data files underwent quality control filtering to exclude cells with fewer than 200 unique genes, greater than 7500 unique genes, and/or more than 10% of total gene expression derived from mitochondrial-specific genes (Supp. Fig. 4a–e). In addition, genes that were not detected in at least 3 cells were excluded from downstream analysis. This quality control process yielded several thousand cells per 3D in vitro microvessel network condition (Supp. Fig. 4a). ECs and OSCs were identified by characteristic gene expression, and then separated and re-normalized for downstream analysis. The following values were used for the “resolution” parameter to determine the number of clusters: 1 for the overall 3D in vitro microvessel network-derived cell data (Fig. 2c), 0.3 for the endothelial cells alone from the dataset (Fig. 4a), and 1 for the stromal cells alone from the dataset (Fig. 5a). Clustering was verified by observation and evaluation of the silhouette scores for each dataset (Supp. Fig. 4f,g for overall 3D in vitro microvessel network-derived cell data; Supp. Fig. 6e,f for the endothelial cells alone; Supp. Fig. 7e,f for the stromal cells alone). Additionally, cells were analyzed for their ribosomal gene-related gene expression by analyzing the total amount of *RPS* and *RPL* gene expression per cell, and percentage of *RPS/RPL* gene expression was reported (Supp. Fig. 6g,h for endothelial cells; Supp. Fig. 7g,h for stromal cells).

### Gene ontology analysis

Differentially expressed genes (DEGs) were identified for all EC clusters and OSC clusters (after re-normalizing and re-clustering the data independently). For a specific cluster, the list of DEGs along with the list of all genes expressed was fed into the topGO (v2.42.0) package in R. In order to identify the relevant over-enriched biological process gene ontology (GO) terms associated with the DEGs for each cluster, Fisher’s exact test using the “elim” algorithm was performed. Resultant *p*-values were then log10-transformed and GO terms were rank ordered by the log10-transformed *p*-value.

### In vivo comparisons of in vitro microvessel network data

Organ-matched, publicly available in vivo scRNA-Seq datasets were utilized for comparison to the 3D in vitro microvessel network scRNA-Seq dataset^28–30,37,38^. For all in vivo datasets, ECs were identified out of the larger in vivo datasets by EC characteristic gene expression. Next, the identified in vivo ECs underwent an anchor-based integration with the corresponding organ-specific EC 3D in vitro microvessel network data and ECFC-EC 2D in vitro monolayer data via FindIntegrationAnchors and IntegrateData in Seurat. For each integration, all available in vivo ECs and 3D in vitro microvessel network ECs were utilized. Either 300 or 600 ECFC-ECs from the ECFC-EC 2D in vitro monolayer dataset were also used, so as to match the number of 3D in vitro microvessel network ECs used in the integration. The resultant integrated object was scaled and clustered. DEGs were identified for each EC type (in vivo, 3D in vitro, 2D in vitro monolayer), and then a score was assigned to each EC type based on the expression of the top 20 in vivo DEGs using AddModuleScore in Seurat. The resultant score was then normalized by the mean 3D in vivo score and the mean 2D ECFC-EC in vitro monolayer score, so as to better identify any shift of the 3D in vitro microvessel network-derived ECs relative to the 2D in vitro monolayer and in vivo data.

### Statistical analysis

Statistical analysis of microvessel network data was carried out in the R computing environment. One-way ANOVA was used to compare the total vessel lengths and total number of junctions between the different 3D in vitro microvessel networks (data acquisition outlined in “Immunofluorescence” and “Quantitative evaluation of microvessel networks” sections above). Reported *p*-values were deemed significant if *p* < 0.05. Evaluation of the linear regression EC cluster percentage and mean total vessel length was also performed in R. Pearson’s correlation coefficients were determined as part of the analysis and reported *p*-values were deemed significant if *p* < 0.05.

## Results

### Endothelial cells assemble into microvessel network structures within 7 days when co-cultured with organotypic stromal cells in fibrin hydrogels

Prior to co-culture in a fibrin hydrogel, various OSC monolayers and EC monolayers were examined by flow cytometry to ensure both characteristic EC and OSC marker expression (Supp. Fig. 1a–c). ECFC-ECs were observed to be CD31+CD90−CD144+, consistent with previous observations^39,40^. Crucially, all OSCs were CD31−, but exhibited heterogeneous expression of CD90 and the pericyte marker PDGFRβ.

ECFC-ECs assemble into microvessel networks after 7 days of co-culture with each of the six different OSCs in 3D fibrin hydrogels as verified by IF microscopy for CD31/PECAM1 (Fig. 1a,b). The microvessel networks demonstrated statistically significant morphological differences in terms of total vessel length per unit area and total number of branch points per unit area, as determined by One-way ANOVA (*p < 0.05; Fig. 1c). A basic workflow for the quantification of these microvessel networks is provided in the *Methods* above (also Supp. Fig. 2). For example, the total vessel length per unit area for the skin network was approximately twice that of bone marrow or pancreatic cancer. ECs do not form stable microvessel networks in the absence of OSCs in fibrin hydrogels (data not shown). OSCs have previously been shown to be required to support stable 3D in vitro microvessel networks, and also demonstrate pericyte-like behavior and co-localization with microvessels^14,31,41^.

**Figure 1:**
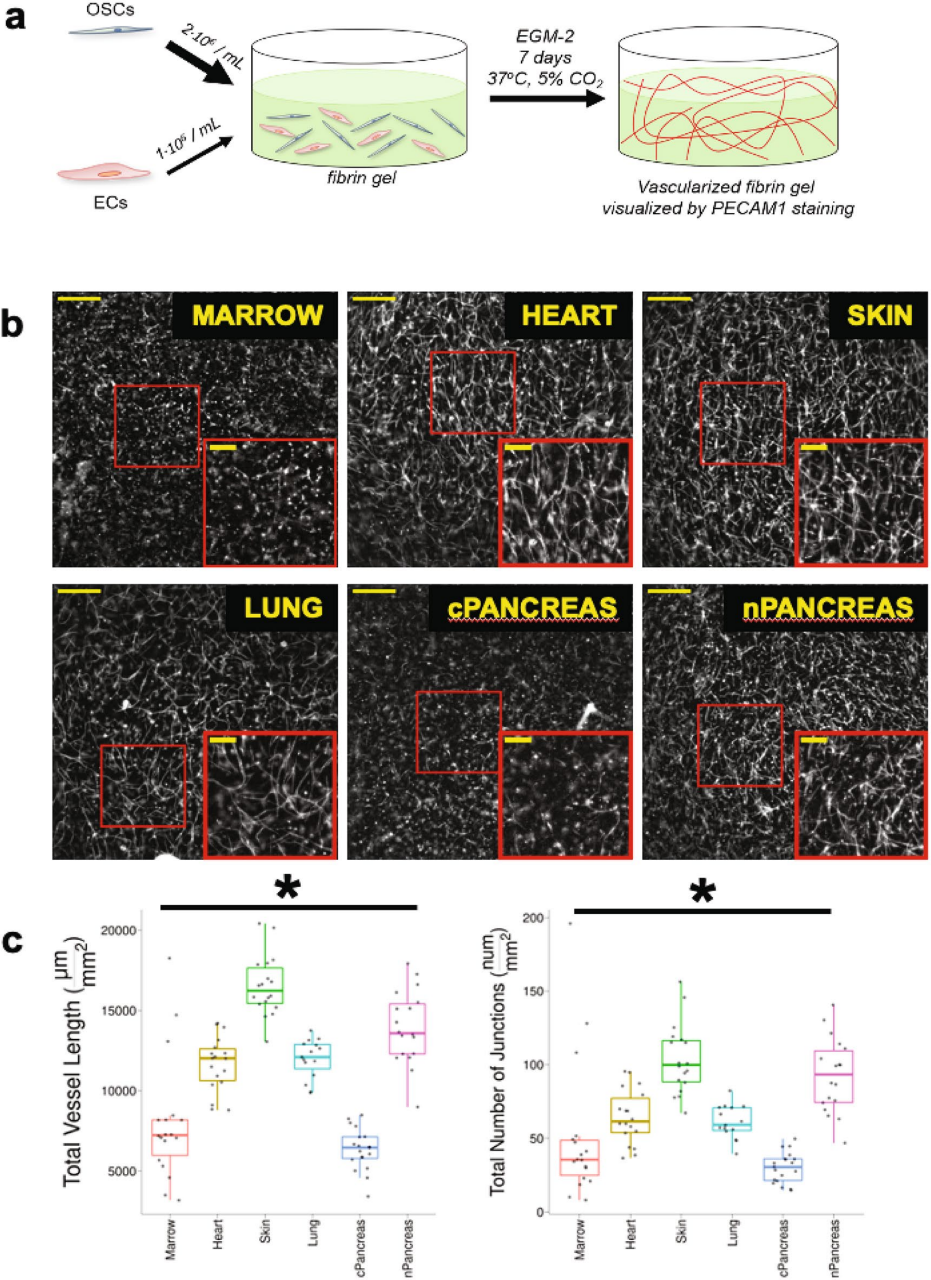
ECs form into CD31 + microvessel networks after 7 days of co-culture with a variety of OSCs in 3D fibrin hydrogels. (**a**) Schematic detailing formation of 3D in vitro fibrin hydrogels and development of microvessel networks. (**b**) Representative images of CD31 + microvessel networks formed using same parental ECFC-EC monolayer and OSCs indicated in each image. Larger image (lower magnification) scale bar represents 500 µm. Inset image is zoomed in image of red-outlined region in lower magnification image and has inset scale bar representing 200 µm. (**c**) Quantification of CD31 + microvessel networks by Angiotool. Total vessel length and total number of junctions normalized by total image area. *p < 0.05 by One-Way ANOVA.

### ECs and OSCs can be identified by characteristic gene expression

A protocol to degrade similarly sized fibrin hydrogels was optimized^22,42^, in order to determine the most efficient duration and concentration of fibrinolytic enzyme (Supp. Fig. 3). 

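Each of the 6 microvessel networks was sequenced as 1 single-cell library from hydrogels pooled after 7 days of culture. The hydrogels were seeded with 2 OSCs for each ECFC-EC. The OSCs were bone marrow stromal cells (Marrow), cardiac fibroblasts (Heart), dermal fibroblasts (Skin), lung fibroblasts (Lung), pancreatic cancer associated fibroblasts (cPancreas) and pancreatic stellate cells (nPancreas). For nPancreas, the deposited labels name the pancreas in one field and hepatic stellate cells in another, and the name the paper uses was kept. The authors deposited counts of unique molecular identifiers (UMIs, 1 per captured transcript) for each gene and cell barcode, as CellRanger wrote them, without normalization and before the quality filters of the study. Genes are listed by Ensembl identifier and symbol. In total, a library held between 23478482 UMIs (nPancreas) and 139695064 UMIs (Lung), over 19115 cells in the 6 networks. There was 1 library per network and no replicate, so differences between networks were not tested, and the intervals given beside values cover counting error only.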

3D in vitro fibrin hydrogels then underwent enzymatic digestion (outlined in the “Methods” section), followed by filtration to obtain cells for scRNA-Seq (Fig. 2a). Resultant UMAP plots demonstrate significant transcriptomic heterogeneity both within and between 3D in vitro microvessel network conditions (Fig. 2b). 

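The study's quality filters (at least 200 and at most 7500 genes per cell, at most 10% mitochondrial UMIs) were applied to the deposited counts, and 17957 of the 19115 network cells remained. Heart kept the fewest cells (1565) and Lung the most (5577). Over these 6 libraries and the 2D monolayer, 138 cells had too few genes, 226 too many genes and 1014 too high a mitochondrial share. The median number of UMIs per kept cell was 6933 in Marrow, 3206 in Heart, 13470 in Skin, 21478 in Lung, 5446 in cPancreas and 1998 in nPancreas, so the deepest network had 10.7 times the UMIs per cell of the shallowest. Cells with fewer than 3000 UMIs made up 38.8% of Marrow, 48.6% of Heart, 25.1% of Skin, 36.0% of cPancreas and 61.2% of nPancreas cells (95% exact binomial interval, Clopper-Pearson, of 59.1 to 63.2%). In Lung they made up 21.1% (20.0 to 22.2%). Scrublet, run on each library, marked 14 of 20684 cells as doublets (0.068%), while between 1.25% and 4.46% were expected from the number of cells in a library. Its automatic threshold did not separate doublets here, so none were removed.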

The combined 3D in vitro fibrin hydrogel-derived scRNA-Seq dataset underwent quality control (detailed in the Methods; Supp. Fig. 4a–e) and unsupervised k-means clustering as part of the Seurat pipeline. Parameter sweeps were performed to ensure an appropriate number of clusters was achieved for downstream analysis (Supp. Fig. 4f,g). Twenty-five distinct clusters were identified (Fig. 2c). 

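The 17957 network cells were merged without integration and log-normalized in Seurat. With the 2000 most variable genes, 20 principal components and the Louvain method at the study's resolution of 1, they formed 27 clusters of 101 to 2182 cells. The number of components is not named in the paper's text and was set here. In 15 of the 27 clusters, at least 80% of the cells came from 1 network. This held for 10 of the 14 clusters with a median above 10000 UMIs per cell and for 4 of the 10 clusters with a median below 3000 UMIs. The median depth of a cluster ranged from 909.5 to 46830 UMIs per cell. Over 10 random starts of the clustering, the number of clusters was between 27 and 30. Thinning each cell to 1000 UMIs moved it most, to 18 clusters.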

As previously mentioned, prior to co-culture in the fibrin hydrogels, ECFC-ECs were CD31+CD90−CD144+, while OSCs exhibited heterogeneous expression of CD90 and PDGFRβ, but did not express CD31 as evaluated by flow cytometry (Supp. Fig. 1). Therefore, we proceeded to examine known EC-specific and stromal-specific genes to distinguish the ECs and OSCs in the dataset^18,19,43,44^. 

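ECs were identified with a list of 28 endothelial and 23 stromal markers. A cluster was called endothelial-like or stromal-like by the list with the larger fraction of its markers detected in at least 10% of the cells, and a cluster was left unnamed when its median depth was under 1/3 of the median of the cells' own libraries without a marker of its class among its top 10 genes, or had more markers of another class there. Endothelial-like clusters numbered 4, with 1210, 420, 335 and 101 cells. Their depth differed widely, with a median of 1032 and 1220.5 UMIs per cell in the larger pair (low-UMI ECs, 1630 cells) and of 46830 and 19276 in the smaller pair (high-UMI ECs, 436 cells). Positions below are on GRCh38 in the GENCODE v29 annotation, which holds 33456 of the listed identifiers. The files name no genome build. *CDH5* (ENSG00000179776) lies on chromosome 16 from 66366622 to 66404786 and reached 182 CPM (UMIs of the gene as a part of all summed UMIs, scaled to a fixed total) in endothelial-like cells (95% exact Poisson interval 176 to 188) and 0.644 CPM in stromal-like cells. *CLDN5* (ENSG00000184113) lies on chromosome 22 from 19523024 to 19527545, with 306 CPM in endothelial-like and 1.62 CPM in stromal-like cells. *ICAM2* (ENSG00000108622, chromosome 17, 64002594 to 64020634) reached 728 and 4.32 CPM, respectively. *MCAM* (ENSG00000076706, chromosome 11, 119308529 to 119321521) reached 452 and 9.70 CPM. *PECAM1* (ENSG00000261371, chromosome 17, 64319415 to 64413776) reached 245 CPM (239 to 252) and 1.33 CPM. A *CDH5* UMI was found in 27.4% of endothelial-like cells, at a median of 1386.5 UMIs per cell, and in 0.827% of stromal-like cells, at a median of 19814 UMIs. With each cell thinned to 1000 UMIs, the share was 10.7% of 1320 endothelial-like cells (746 shallower cells left out) and 0.0619% of 11305 stromal-like cells (788 left out). *ICAM2* had the highest thinned share of these 5 genes, at 42.6% against 0.363%. For all 5 genes the thinned share was lower in low-UMI than in high-UMI ECs, for *CDH5* 5.04% against 22.4% and for *ICAM2* 38.5% against 51.2%.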

Clusters 2, 16, 18, and 24 were notable as they express EC-specific genes including *CDH5*, *CLDN5*, *ICAM2*, *MCAM*, and *PECAM1* (Fig. 3a), albeit with some heterogeneity in marker expression between the clusters. Clusters 2, 16, 18, and 24 also demonstrated heterogeneous expression of other known EC-specific genes (Supp. Fig. 5a)^43^. These four clusters were also negative for a series of stromal-specific genes including *COL1A1*, *COL1A2*, *PDGFRA*, *PDGFRB*, and *TAGLN* (Fig. 3b, Supp. Fig. 5b). 

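In the endothelial-like clusters, *COL1A1* (ENSG00000108821, chromosome 17, 50183289 to 50201632) reached 37.2 CPM (95% exact Poisson interval 34.7 to 39.9), against 1804 CPM in stromal-like cells. *COL1A2* (ENSG00000164692, chromosome 7, 94394561 to 94431232) reached 36.2 and 1925 CPM, and *TAGLN* (ENSG00000149591, chromosome 11, 117199321 to 117204782) reached 87.5 and 2343 CPM. *PDGFRA* (ENSG00000134853, chromosome 4, 54229097 to 54298247) was at 0.794 CPM against 59.8 CPM, and *PDGFRB* (ENSG00000113721, chromosome 5, 150113837 to 150155872) at 1.40 CPM against 85.5 CPM. The 2D monolayer, which was never in contact with stromal cells, had 0.0272 CPM of *COL1A1* and 24.7 CPM of *TAGLN*. Thinned to 1000 UMIs, 8.79% of endothelial-like and 43.9% of stromal-like cells had a *COL1A1* UMI. Among endothelial-like cells the thinned share was 12.2% in low-UMI ECs and 1.64% in high-UMI ECs. Summed over the 23 stromal markers, endothelial-like cells had 570 CPM, stromal-like cells 12851 CPM and the monolayer 221 CPM.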

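Outside the 4 endothelial-like clusters, 17 clusters were stromal-like, with 12093 cells, and 6 remained unnamed, with 3798 cells. Of the unnamed clusters, 5 lay under the depth limit and had no marker among the 10 genes that set them apart. A cluster of 869 cells without such a marker was kept as stromal-like, since its depth was 0.407 of the library median. The other unnamed one held 939 cells, 97.0% of them from nPancreas, and had *PDPN*, from the lymphatic list used here, among these genes. Its detected markers were stromal, with 17 of the 23 stromal and 0 of the 28 endothelial markers. *PDPN* was also among the top 10 genes of the stromal-like nPancreas cluster of 269 cells. The naming rule thus left out 911 of the 1224 unnamed nPancreas cells through this cluster. Unnamed cells made up 40.7% of Marrow, 22.6% of Heart, 10.9% of Skin, 12.5% of Lung, 12.1% of cPancreas and 55.0% of nPancreas. The unnamed cluster of 304 cells, with a median of 1178.5 UMIs, had a score of 0.879 for endothelial and of -1.06 for stromal markers, and one of 1082 cells had scores of -0.449 and -0.547. Summed over the 28 endothelial markers, stromal-like cells had 61.4 CPM and endothelial-like cells 4892 CPM. Other cell types were looked for with short marker lists. The 6 immune markers gave 18.9 CPM in endothelial-like and 71.8 CPM in stromal-like cells, nearly all from *CD68* (18.3 and 70.2 CPM). The 5 epithelial markers gave 0.420 and 0.630 CPM, and the 4 lymphatic markers 12.9 and 6.01 CPM.

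**Figure D1:**
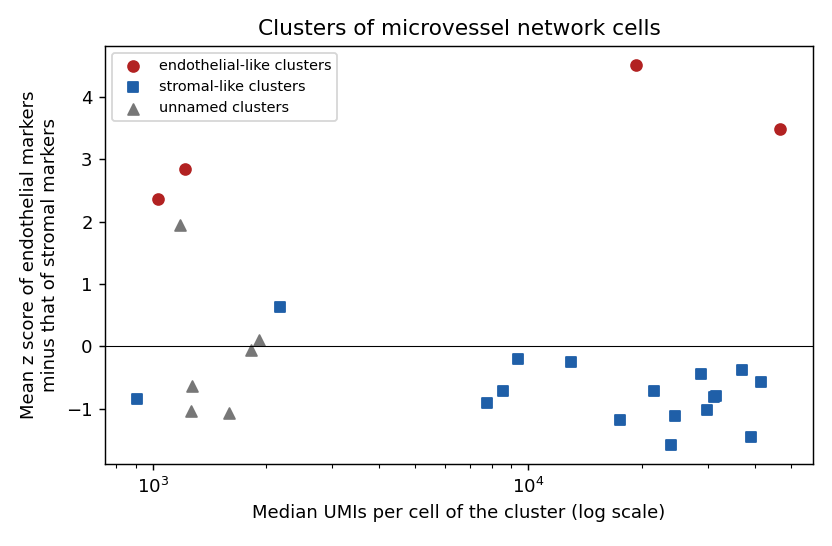
Median UMIs per cell of each of the 27 clusters (horizontal, log scale) against the mean z score of its endothelial markers minus that of its stromal markers (vertical). The endothelial-like clusters lie above 0 at 1032, 1220.5, 19276 and 46830 UMIs, and 1 unnamed cluster lies above 1 at 1178.5 UMIs.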

The remaining cell clusters (all clusters but 2, 16, 18, and 24) did not express EC-specific genes, while at the same time expressed (with some heterogeneity) stromal-specific genes (Fig. 3a,b, Supp. Fig. 5a,b). We therefore lumped clusters 2, 16, 18, and 24 into a set representing ECs, while all other clusters were considered OSCs (Fig. 3c). This analysis resulted in a range of ECs (75–688) and OSCs (1065–5220) from each of the six microvessel networks (Fig. 3d,e, respectively).

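Endothelial-like cells numbered 101 in Marrow, 420 in Heart, 512 in Skin, 327 in Lung, 70 in cPancreas and 636 in nPancreas. They made up 5.40% (95% exact binomial interval 4.42 to 6.52%) of Marrow cells, 26.8% of Heart, 11.8% of Skin, 5.86% of Lung, 2.93% (2.29 to 3.68%) of cPancreas and 28.6% (26.7 to 30.5%) of nPancreas cells, unnamed cells included in the total. ECs were 33.3% of the cells seeded. Stromal-like cells numbered 1008 in Marrow, 792 in Heart, 3340 in Skin, 4552 in Lung, 2034 in cPancreas and 367 in nPancreas. Among the endothelial-like cells, low-UMI ECs made up between 63.0% (Lung) and 91.4% (cPancreas), and 78.9% over the 6 networks. When every cluster with a higher endothelial than stromal score was counted, which moved the number most, the ECs rose from 2066 to 4321. From the markers present in some clusters and absent from the others, the paper concludes that the former are ECs and counts all remaining cells as OSCs.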

**Figure 2:**
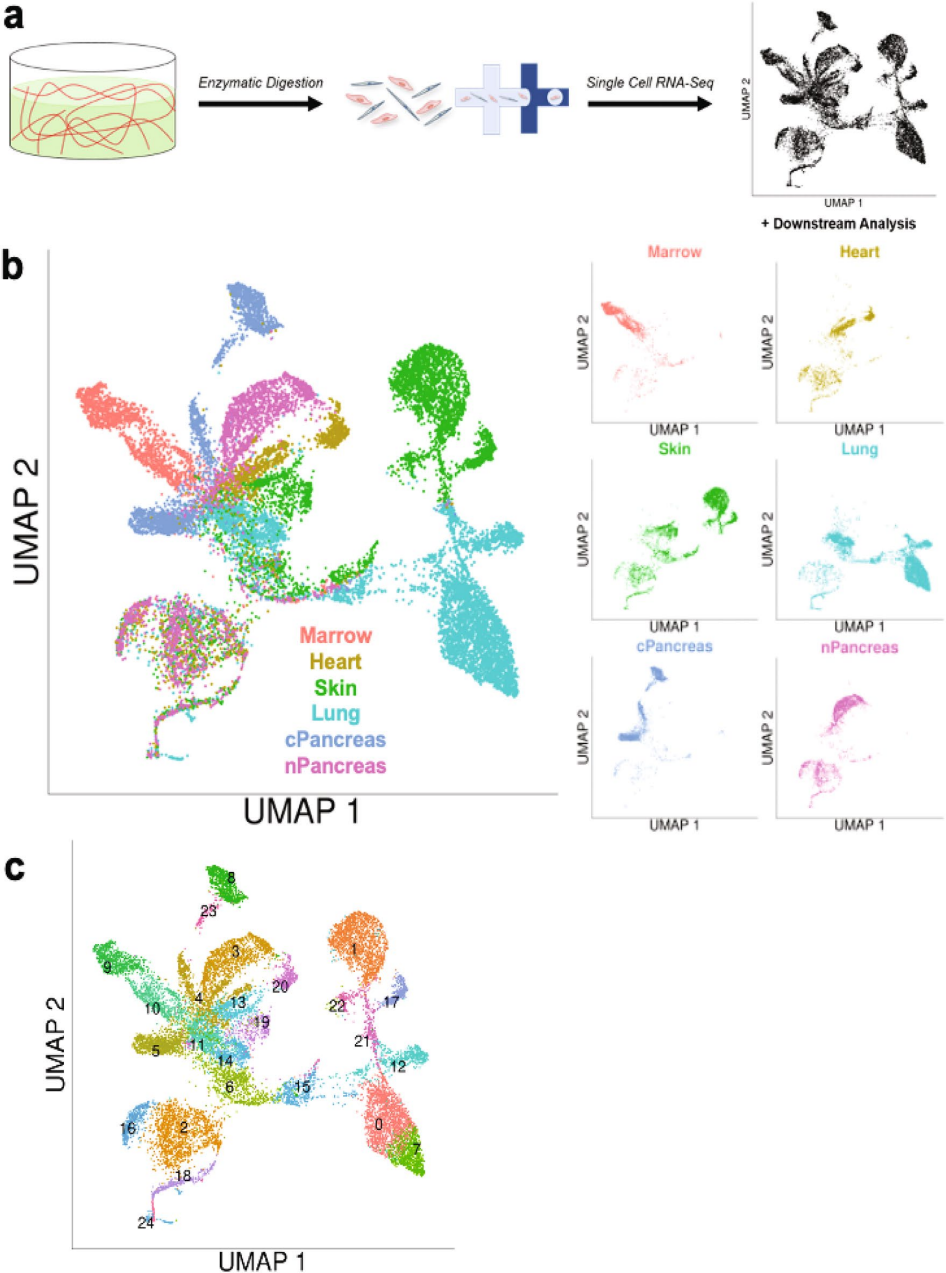
Cells isolated from 3D in vitro fibrin hydrogels can be subjected to scRNA-Seq analysis and are arranged into distinct clusters in UMAP space. (**a**) Schematic detailing processing of 3D in vitro hydrogels for scRNA-Seq. (**b**) Resultant UMAP plots of cells isolated from 3D in vitro fibrin hydrogels comprised of the 6 unique microvessel network types. Additional UMAP plots are broken down by microvessel network type. (**c**) Unsupervised k-means clustering of 3D in vitro hydrogel-derived cells results in 25 distinct clusters.

**Figure 3:**
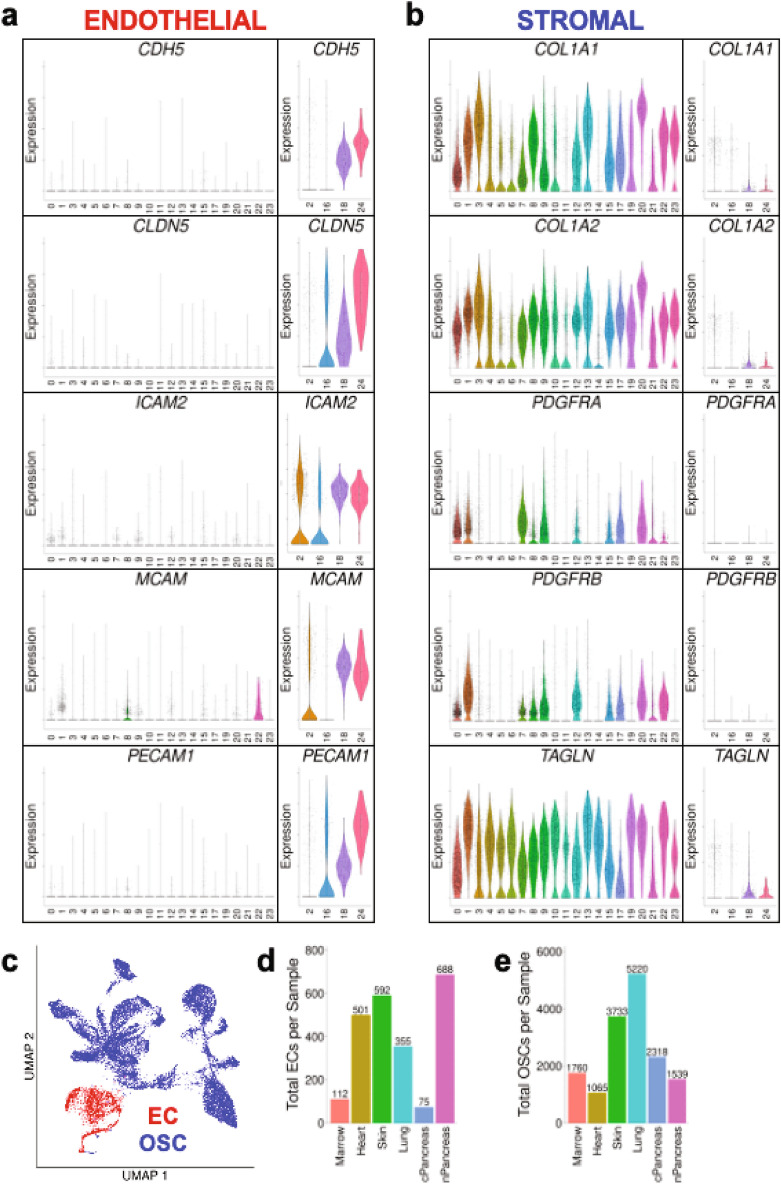
ECs and OSCs can be identified from 3D in vitro microvessel network dataset by expression of characteristic EC-specific and stroma-specific genes. (**a**) Violin plots of characteristic EC genes *CDH5, CLDN5, ICAM2, MCAM,* and *PECAM1* for each cluster identified in complete 3D in vitro microvessel network dataset. (**b**) Violin plots of characteristic stromal cell genes *COL1A1, COL1A2, PDGFRA, PDGFRB,* and *TAGLN* for each cluster identified in complete 3D in vitro fibrin hydrogel dataset. (**c**) Overall UMAP plot for complete 3D in vitro microvessel network dataset broken down by EC/OSC classification (EC = red, OSC = blue). (**d**) Bar chart of resultant number of ECs per microvessel network type from the complete 3D in vitro microvessel network dataset. (**e**) Bar chart of resultant number of OSCs per microvessel network type from the complete 3D in vitro microvessel network dataset.

### Distinct EC sub-populations are present in the organotypic microvessel networks

The total population of ECs was next re-normalized and re-clustered in order to elucidate specific transcriptomic differences between potential sub-populations of ECs. ECs cluster into 5 distinct groups (labeled “EC-1” through “EC-5”), each with distinct transcriptomic profiles (Fig. 4a,b, Supp. Fig. 6). 

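The 2066 endothelial-like cells were normalized and clustered again, with 20 principal components and the study's resolution of 0.3, and formed 4 clusters. Each was matched to the EC-1 to EC-5 of the paper by the genes that its text names for them, and to EC-2 by all ribosomal protein genes, so these genes are not independent evidence for the match. Cells matched to EC-1 numbered 1198 (58.0%), to EC-2 420 (20.3%), to EC-5 403 (19.5%) and to EC-4 45 (2.18%). No cluster matched EC-3, and the EC-5-matched cluster also had the highest score for the EC-3 genes (0.969). The median depth was 1027.5 UMIs per cell in the EC-1-matched and 1216.5 in the EC-2-matched cluster, against 40199 in the EC-5-matched and 58079 in the EC-4-matched cluster. Every one of 10 random starts gave 4 clusters. At resolution 0.5 there were 6 clusters, and with every cluster of higher endothelial than stromal score taken as ECs there were 7.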

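All 4 matched EC clusters had cells in each of the 6 networks. EC-2-matched cells made up 34.7% (95% exact binomial interval 25.5 to 44.8%) of the ECs in Marrow, 23.8% (19.8 to 28.2%) in Heart, 7.03% (4.97 to 9.60%) in Skin, 11.9% (8.62 to 15.9%) in Lung, 41.4% (29.8 to 53.8%) in cPancreas and 28.5% (25.0 to 32.1%) in nPancreas. The intervals of Skin and cPancreas do not overlap. The EC-4-matched cluster held between 1 cell (cPancreas) and 13 cells (Skin) of a network. No cluster matched EC-3.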

Interestingly, each EC cluster is present in each of the six 3D in vitro organotypic microvessel networks, although the relative fraction of each EC cluster depends on the OSC (Fig. 4c,d). After obtaining a list of differentially expressed genes (DEGs) for each cluster of ECs, we performed gene ontology (GO) analysis to identify distinct biological processes characteristic of each EC cluster (Fig. 4e,f, Supp. Table 4). 

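For the EC-1-matched cluster, *MT2A* (ENSG00000125148, chromosome 16, 56608199 to 56609497), *MT1E* (ENSG00000169715, chromosome 16, 56625475 to 56627112) and *TXN* (ENSG00000136810, chromosome 9, 110243811 to 110256640) were the genes used for the match. Its *MT2A* level was 11364 CPM, against 795 CPM in the EC-2-matched, 9065 CPM in the EC-4-matched and 5749 CPM in the EC-5-matched cluster. For *TXN* the levels in the same order were 1657, 495, 1448 and 1170 CPM.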

EC-1 is characterized by DEGs that include redox-related genes (e.g., *MT2A*, *MT1E*, *TXN*), and is associated with enhanced metabolism based on GO terms including “mitochondrial respiratory chain complex I assembly” and “mitochondrial electron transport, NADH to ubiquinone”. 

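The EC-2-matched cluster was found by the mean score of all ribosomal protein genes. *RPS27* (ENSG00000177954, chromosome 1, 153990755 to 153992155), which is among them, reached 4755 CPM there, against 2189 CPM in the EC-1-matched and 1657 CPM in the EC-5-matched cluster. Ribosomal protein genes took a median of 46.8% of the UMIs of a cell in the EC-2-matched cluster, 32.1% in the EC-1-matched, 26.5% in the EC-5-matched and 24.2% in the EC-4-matched cluster. Mitochondrial genes took a median of 0.557% in the EC-2-matched and 3.40% in the EC-5-matched cluster.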

EC-2 is characterized by DEGs that include ribosomal-related genes (e.g., *RPS27*) associated with protein regulation and synthesis based on GO terms including “translational initiation” and “ribosomal large subunit assembly”. 

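*THBS1* (ENSG00000137801, chromosome 15, 39581079 to 39599466) and *CTGF* (ENSG00000118523, chromosome 6, 131948176 to 131951373) were among the genes used to look for EC-3. They were highest in the EC-5-matched cluster, at 532 and 1501 CPM. The EC-1-matched cluster had 118 and 677 CPM of these genes, the EC-2-matched cluster 26.1 and 72.4 CPM, and the EC-4-matched cluster 224 and 833 CPM.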

EC-3 is characterized by DEGs that include cell-ECM regulatory genes (e.g., *THBS1, CTGF*), and is associated with migration and adhesion based on GO terms including “positive regulation of cell migration” and “cell adhesion.” EC-4 is characterized by DEGs that include histone-related genes (e.g., *HIST1H1B*, *HIST1H13B*, *HIST1H2AG*) and cell cycle-related genes (e.g., *UBE2C*, *HMGB2*, *CKS2*), and is associated with cell proliferation based on GO terms including “cell division” and “microtubule cytoskeleton organization.” 

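The EC-4-matched cluster was chosen by *HIST1H1B*, *HIST1H2AG*, *UBE2C*, *HMGB2* and *CKS2*; *HIST1H13B* is not a symbol in the files. With each cell thinned to 1000 UMIs, 45 of its 45 cells (100%, 95% exact binomial interval 92.1 to 100%) were placed in S or G2/M phase by Seurat's score. Genes used to choose the cluster are also on the lists of that score, so this share is not independent of the choice. In the same way 59.3% of all 1320 endothelial-like cells and 82.0% of 2503 monolayer cells (80.5 to 83.5%) were placed there. The score places every cell in the phase with the larger positive value, and at full depth the shares were 49.1% and 72.2%. Genes of the S and G2/M lists took 1.47% of the thinned UMIs in the EC-4-matched cluster, 0.277% in all endothelial-like cells and 0.674% in the monolayer. The unnamed cluster of 304 cells had 817 CPM of *HIST1H1B* and 335 CPM of *HIST1H2AG*, against 155 and 37.1 CPM in the EC-4-matched cluster. For *UBE2C*, *HMGB2* and *CKS2* it had 425, 627 and 761 CPM, against 498, 852 and 807 CPM.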

Finally, EC-5 is characterized by DEGs that include several genes related to endothelial basement membrane (e.g., *COL4A2*, *HSPG2*, *COL4A1*, *COL18A1*), and is associated with angiogenesis based on GO terms including “angiogenesis” and “positive regulation of angiogenesis.” 

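*COL4A2* (ENSG00000134871, chromosome 13, 110305812 to 110513209), *HSPG2* (ENSG00000142798, chromosome 1, 21822245 to 21937297), *COL4A1* (ENSG00000187498, chromosome 13, 110148963 to 110307233) and *COL18A1* (ENSG00000182871, chromosome 21, 45405137 to 45513720) gave the EC-5 match. In the EC-5-matched cluster they reached 152, 239, 238 and 115 CPM. The EC-1-matched cluster had 27.2, 22.2, 37.7 and 12.7 CPM. In the 2D monolayer the same 4 genes were at 183, 368, 243 and 106 CPM.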

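Monocle 3 was not available, so a diffusion pseudotime was computed on the 20 principal components of the ECs. It was rooted in the EC-5-matched cluster, which had the highest score for the EC-3 genes. The median pseudotime was 0.212 in the EC-5-matched, 0.498 in the EC-1-matched, 0.554 in the EC-2-matched and 0.883 in the EC-4-matched cluster. Over cells, pseudotime and the number of UMIs had a Spearman correlation of -0.448, so the axis partly follows depth. When the unnamed cluster of 304 cells, with an endothelial score above 0, was counted as ECs, a setting chosen after seeing the data, the EC-4-matched cluster (0.846) came before the EC-2-matched cluster (0.948). That EC-4-matched cluster held other cells, 273 at a median of 1311 UMIs in place of 45 at 58079.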

When pseudotime values are mapped onto the UMAP plots (Monocle 3^45^) different EC clusters follow a pattern from a less differentiated EC involved in migration, adhesion, and angiogenesis to a more fully differentiated and synthetic phenotype (EC3 → EC5 → EC4 → EC1 → EC2) (Fig. 4a,g).

**Figure 4:**
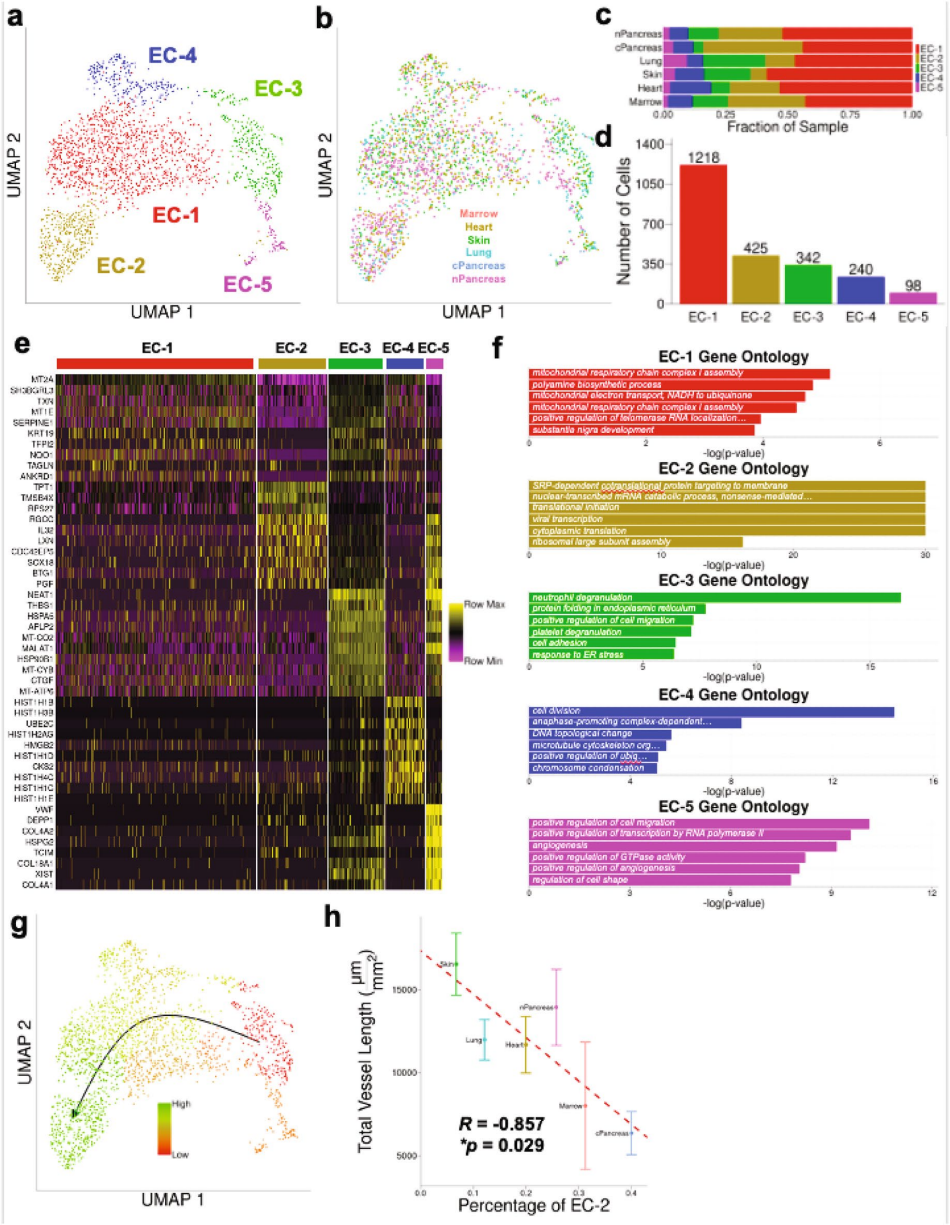
ECs isolated from 3D in vitro microvessel networks separate into distinct clusters with unique transcriptomic profiles. (**a**) UMAP plot of renormalized ECs from the 3D in vitro microvessel network dataset shows ECs separate into 5 distinct clusters (EC-1, EC-2, EC-3, EC-4, and EC-5). (**b**) UMAP plot of renormalized ECs from the 3D in vitro microvessel network dataset grouped by 3D in vitro microvessel network type. (**c**) Grouped bar chart to show relative percentages of each EC cluster per 3D in vitro microvessel network type. (**d**) Bar chart of total number of cells per EC cluster. (**e**) Heatmap of top 10 DEGs for each EC cluster. (**f**) Top 6 most significantly overexpressed GO biological process terms based on top 20 DEGs for each EC cluster. (**g**) Pseudotime values of 3D in vitro EC dataset as determined by Monocle3, mapped onto the UMAP dimensionality reduction of the renormalized ECs (green = late/high pseudotime, red = early/low pseudotime). (**h**) Correlation of the total vessel length measured for each 3D in vitro microvessel network (Fig. 1) compared with the relative percentage of EC-2 in each 3D in vitro microvessel network (**c**). Error bars represent 1 standard deviation above and below the mean total vessel length. Pearson correlation coefficient *R* =  − 0.857 with associated *p* = 0.029.

In order to better understand the potential impact of EC clusters on the morphology of the individual microvessel networks, we correlated the relative percentage of each EC cluster to the mean total vessel length for each 3D in vitro microvessel network. We observed that the relative fraction of EC-2 (protein synthesis signature) in each microvessel network is negatively correlated with the mean total vessel length per unit area of each 3D in vitro microvessel network (Fig. 4h; *R* = − 0.857, *p = 0.029).

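The vessel lengths were read by eye from Fig. 4h. Across the 6 networks, the EC-2-matched share and vessel length had a Pearson r of -0.84 (exact permutation test, two-sided, p = 0.0417) and a Spearman rho of -0.81 (exact permutation p = 0.0611). Relations with length were computed for 4 matched clusters, and adjusted over these 4 by the Benjamini-Hochberg method the p of EC-2 is 0.167 for r and 0.122 for rho. Without the networks farthest from the median share, Skin and cPancreas, r was -0.44, with 4 networks left. The EC-1-matched share had an r of 0.76 (exact permutation p = 0.0917), the EC-5-matched share one of 0.54 (exact permutation p = 0.272) and the EC-4-matched share one of -0.08 (exact permutation p = 0.867). Without the networks farthest from each cluster's own median share, r was 0.76 for EC-1, 0.65 for EC-5 and 0.81 for EC-4. Left out were Skin and Heart for EC-1, Lung and Skin for EC-5, and Marrow and Lung for EC-4. By rank, the EC-1-matched share had a rho of 0.84 (exact permutation p = 0.0444, adjusted 0.122), the EC-5-matched share one of 0.67 (exact permutation p = 0.161) and the EC-4-matched share one of 0.10 (exact permutation p = 0.844). With each cell thinned to 1000 UMIs, which moved the EC-2 value furthest toward 0, r was -0.79 (exact permutation p = 0.0639). Counting every cluster with a higher endothelial than stromal score as ECs moved it furthest the other way, to -0.94 (exact permutation p = 0.00556). That call takes in unnamed clusters and a cluster named stromal-like. No sequencing batch is given for the libraries. From the negative correlation, the paper proposes that the elongation of microvessels goes more with migration than with protein synthesis.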

### Common and unique OSC sub-populations are present in 3D organotypic vasculature

The population of OSCs was next re-normalized and re-clustered in order to elucidate specific transcriptomic differences between potential sub-populations of OSCs present in the 3D in vitro models of organotypic vasculature. OSCs cluster into 8 distinct groups (labeled “OSC-1” through “OSC-8”), each with distinct transcriptomic profiles (Fig. 5a,b, Supp. Fig. 7, Supp. Table 5). 

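The 12093 stromal-like cells were normalized and clustered again with 20 principal components at resolution 1, and formed 21 clusters. The number was between 21 and 23 over 10 random starts. It moved most at resolution 0.1, to 12 clusters. With all cells outside the wider EC call counted as OSCs (15587 cells, a setting chosen after seeing the data), there were 23 clusters at resolution 1 and 8 at resolution 0.1.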

Interestingly, each coculture is represented by a combination of these 8 clusters with each having a unique, dominant OSC cluster. 

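A cluster was called network-specific when at least 80% of its cells came from 1 network, and 80.1% of the stromal-like cells lay in such clusters. The largest network-specific cluster held 82.8% of the stromal-like cells of Marrow (835 cells), 41.0% of Heart (325), 40.4% of Skin (1351), 25.2% of Lung (1149), 40.5% of cPancreas (824) and 72.5% of nPancreas (266). The cPancreas cluster had a median of 2182 UMIs, and the next one of cPancreas, with 821 cells, a median of 31593 UMIs. With every network weighted equally, each of these 6 clusters still had between 87.0% and 100% of its cells from its own network.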

All, however, share 2 clusters—OSC 1 and OSC-7—albeit with the relative fraction of the common OSC clusters being different for each microvessel network (Fig. 5c,d). 

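Of the 21 stromal-like clusters, 5 had less than 80% of their cells from 1 network, and 4 of these 5 held cells of all 6 networks. The largest of them, with 769 cells and a median of 7964 UMIs, made up 10.8% of Marrow, 21.6% of Heart, 2.90% of Skin, 0.308% of Lung, 17.0% of cPancreas and 8.72% of nPancreas stromal-like cells.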

OSC-2 primarily consists of Lung OSCs; OSC-3 primarily consists of Skin OSCs; OSC-4 primarily consists of nPancreas OSCs; OSC-5 primarily consists of cPancreas OSCs; OSC-6 primarily consists of Marrow OSCs; and OSC-8 primarily consists of Heart OSCs. Thus, each of the OSC populations is transcriptionally distinct from the others, indicating they retain the “memory” of their origin tissue. All of these unique OSC clusters differentially express matricellular genes (e.g., *DCN, LOX, PLAT*) and extracellular matrix proteins (e.g., *COL4A2*, *COL1A1*, *COL6A3*), and have GO terms related to extracellular matrix organization, wound healing, cytokine secretion, and angiogenesis (Fig. 5e,f), reflective of their fibroblast-like identity. 

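At resolution 0.1, the Marrow-specific cluster held 833 cells (100% from Marrow), the nPancreas-specific cluster 270 cells (98.5%) and the Heart-specific cluster 295 cells (99.7%). The largest Lung-specific cluster held 2730 cells (100%), the largest Skin-specific cluster 1931 cells (99.8%) and a cPancreas-specific cluster 859 cells (95.6%). Each network was made with stromal cells of another source and sequenced as its own library. The endothelial-like clusters of the same libraries drew at most 41.0% of their cells from 1 network. From these dominant clusters, the paper concludes that the OSC populations differ from one another and keep a memory of their tissue.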

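Over all stromal-like cells of a network, *DCN* (ENSG00000011465, chromosome 12, 91140484 to 91183123) ranged from 254 CPM in cPancreas to 1864 CPM in Lung. *LOX* (ENSG00000113083, chromosome 5, 122063195 to 122078360) ranged from 135 CPM in Lung to 2195 CPM in nPancreas, and *PLAT* (ENSG00000104368, chromosome 8, 42175233 to 42207724) from 42.8 CPM in Lung to 471 CPM in Marrow. *COL4A2* ranged from 88.0 CPM in Lung to 492 CPM in Skin. *COL1A1* had the highest level of these genes, 8544 CPM in Heart (95% exact Poisson interval 8500 to 8588), and its lowest in Lung, at 432 CPM. *COL6A3* (ENSG00000163359, chromosome 2, 237324003 to 237414375) ranged from 480 CPM in Lung to 1801 CPM in Heart. In endothelial-like cells, *DCN* was at 21.1 CPM and *COL6A3* at 16.2 CPM, while *PLAT*, at 198 CPM, exceeded its level in the stromal-like cells of 4 networks.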

OSC-1 is a large population of OSCs present in all cocultures and is relatively poorly defined transcriptionally. 

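With all cells outside the wider EC call taken as OSCs at resolution 0.1 (chosen after seeing the data), the largest cluster was shared by the 6 networks. It held 5540 cells with a median of 2132 UMIs and 705 genes per cell. The clusters specific to Lung, Skin, cPancreas, Marrow and Heart had a median of 27242, 18434.5, 31647, 29799 and 39211 UMIs, and the one specific to nPancreas a median of 2313.5 UMIs. With each cell thinned to 1000 UMIs and clustered again, 76.6% of the 4061 cells of the shared cluster that were deep enough again fell into shared clusters.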

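Among the 21 stromal-like clusters, the one with the largest share of UMIs from S and G2/M phase genes (0.909%) held 570 cells. It made up between 1.03% (cPancreas) and 7.56% (Lung) of the stromal-like cells of a network. With each cell thinned to 1000 UMIs, 40.9% (95% exact binomial interval 40.0 to 41.9%) of all 11305 stromal-like cells deep enough were placed in S or G2/M phase, from 32.4% in Heart to 42.3% in Skin, while their phase genes took 0.151% of the UMIs. At full depth the share of all stromal-like cells was 15.7%. With all cells outside the wider EC call taken as OSCs at resolution 1 (chosen after seeing the data), the 2 clusters with the largest share of phase genes held 453 cells (2.91% of OSCs, 1.12% of UMIs) and 787 cells (5.05% of OSCs, 0.499% of UMIs, median depth of 1873 UMIs).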

OSC-7 is a small population of OSCs present in all microvessel networks and has GO terms related to cell division, suggesting that a relatively small number of OSCs in each coculture are actively proliferating.

**Figure 5:**
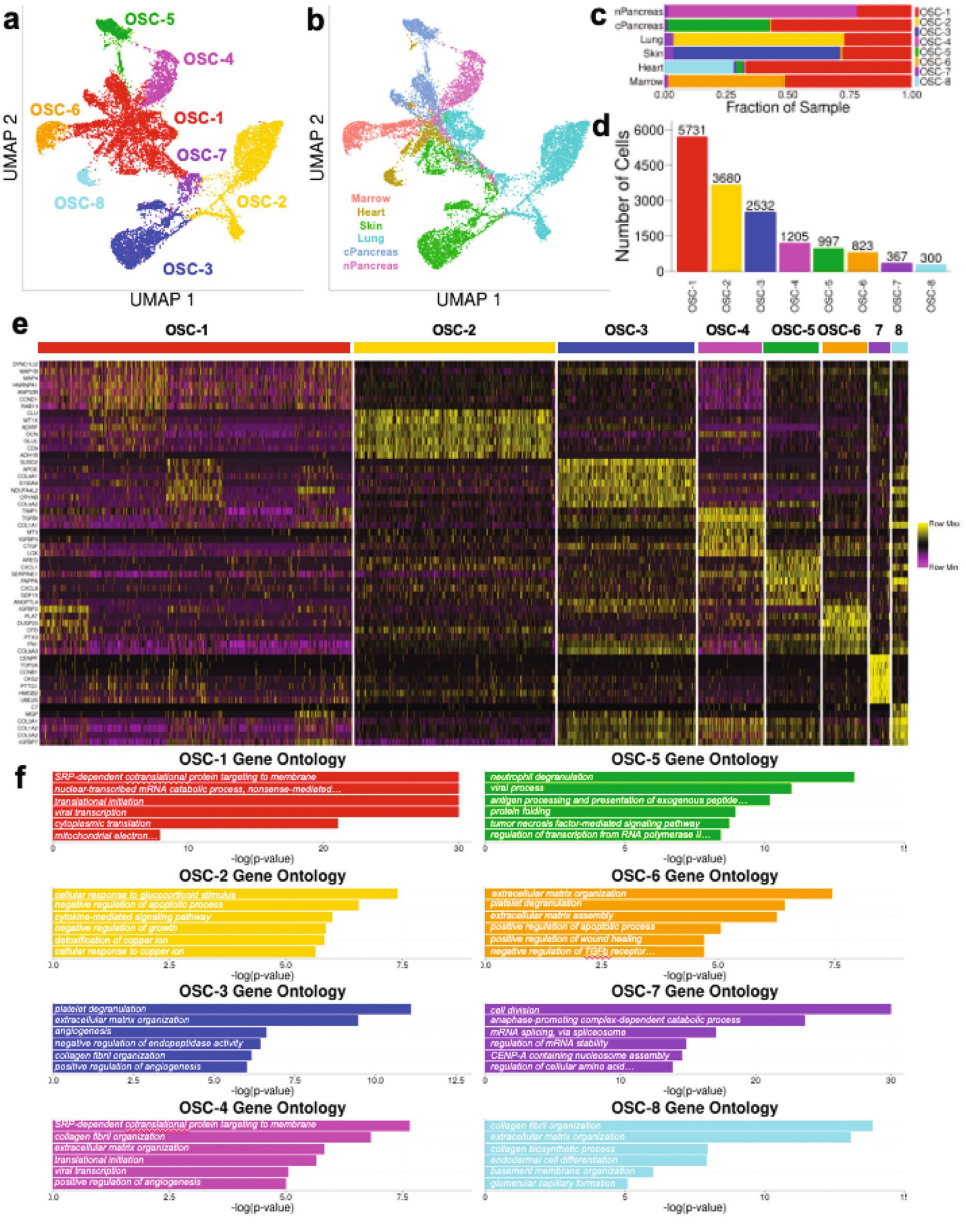
Stromal cells isolated from 3D in vitro microvessel networks separate into distinct clusters with unique transcriptomic profiles. (**a**) UMAP plot of renormalized OSCs from the 3D in vitro microvessel network dataset shows OSCs separate into 8 distinct clusters (OSC-1, OSC-2, OSC-3, OSC-4, OSC-5, OSC-6, OSC-7, and OSC-8). (**b**) UMAP plot of renormalized OSCs from the 3D in vitro microvessel network dataset grouped by 3D in vitro microvessel network type. (**c**) Grouped bar chart to show relative percentages of each OSC cluster per 3D in vitro microvessel network type. (**d**) Bar chart of total number of cells per OSC cluster. (**e**) Heatmap of top 7 DEGs for each OSC cluster. (**f**) Top 6 most significantly overexpressed GO biological process terms based on top 20 DEGs for each OSC cluster.

### Transcriptomes of 3D in vitro ECs are more similar to in vivo ECs compared to 2D monolayer

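The 2D monolayer is 1 library of ECFC-ECs grown alone on a plate, with 2810 deposited cells and 36981085 UMIs. It was sequenced and deposited in the same way as the microvessel networks, and 2727 cells remained after the same filters, with a median of 12408 UMIs per cell. Cells under 3000 UMIs made up 15.2% (95% exact binomial interval 13.9 to 16.6%). The in vivo cells of the paper's comparisons are not among the deposited samples, so the in vivo scores were not computed.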

We next compared the transcriptome of our 2D EC monolayer and 3D in vitro microvessel networks to publicly available in vivo datasets consisting of cells isolated from human heart, skin, lung, and normal pancreas^28–30^. For each in vivo dataset, we performed k-means clustering, which yielded a different number of clusters for each dataset. The in vivo heart, skin, lung, and normal pancreas datasets yielded a total of 12, 17, 18, and 16 total clusters, respectively. Each in vivo dataset contained a diverse collection of cells for analysis. In each in vivo dataset, we identified ECs by analyzing the differential expression of EC characteristic genes between the different clusters. However, we chose to exclude clusters which appeared to contain lymphatic ECs (by analyzing the expression of lymphatic EC characteristic genes *FLT4*, *LYVE1*, *PDPN*, and *PROX1*)^46,47^.

For the skin in vivo dataset, we identified ECs (clusters 3 and 16) by differential expression of EC characteristic genes *CDH5*, *CLDN5*, and *EGFL7* (Fig. 6a; Supp. Fig. 8a). Importantly, cluster 13 was determined to contain lymphatic ECs due to the expression of lymphatic EC characteristic genes and was excluded from downstream analysis (Supp. Fig. 8). After integrating 2D in vitro monolayer ECFC-ECs, 3D in vitro Skin microvessel network ECs, and in vivo Skin ECs, we assigned a similarity score to each cell in this integrated dataset, based on the top 20 DEGs of the in vivo Skin ECs (further definition of the similarity metric is outlined in the “Methods” section). An identical analysis methodology was used below for heart, lung, and pancreas. The similarity scores for each grouping were statistically different from each other by One-Way ANOVA (*p* < 0.05), where the 2D in vitro monolayer ECFC-EC score was 0 ± 56.47 (mean ± standard deviation); 3D in vitro Skin microvessel network ECs was 73.91 ± 2.97 (mean ± standard deviation); and in vivo Skin ECs was 100 ± 4.54 (mean ± standard deviation). Based on the similarity score, 3D in vitro Skin microvessel network ECs are closer to the in vivo skin ECs, and also demonstrate a much lower inter-cellular variation (less cell to cell heterogeneity in the transcriptome) compared to the 2D in vitro monolayer ECs (*p* < 0.05) (Fig. 6a).

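Variation between cells was measured in the deposited counts as the variance over the mean of each gene (Fano factor) with every cell thinned to 1000 UMIs. This is another measure than the spread of the similarity score, which needs the in vivo cells. Over 1170 genes with a mean of at least 0.1 UMIs in both groups, the median Fano factor was 1.08 in 326 Skin ECs (186 shallower cells left out) and 1.03 in 2503 monolayer cells (224 left out), and 69.1% of the genes had the higher value in Skin ECs. Over all networks it was 1.12 in low-UMI and 1.05 in high-UMI ECs. At full depth, a setting chosen after seeing the data, the medians in Skin and monolayer were 2.43 and 1.28. Unequal UMIs per cell raise the Fano factor there. Skin ECs joined 372 low-UMI cells at a median of 1011.5 UMIs with 140 high-UMI cells at 38113. The values at full depth therefore cannot show a difference in variation apart from depth. There is 1 library of each, so the difference has no replicate spread to be held against. From the smaller spread of its score, the paper states that Skin network ECs vary less between cells than monolayer ECs.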

**Figure 6:**
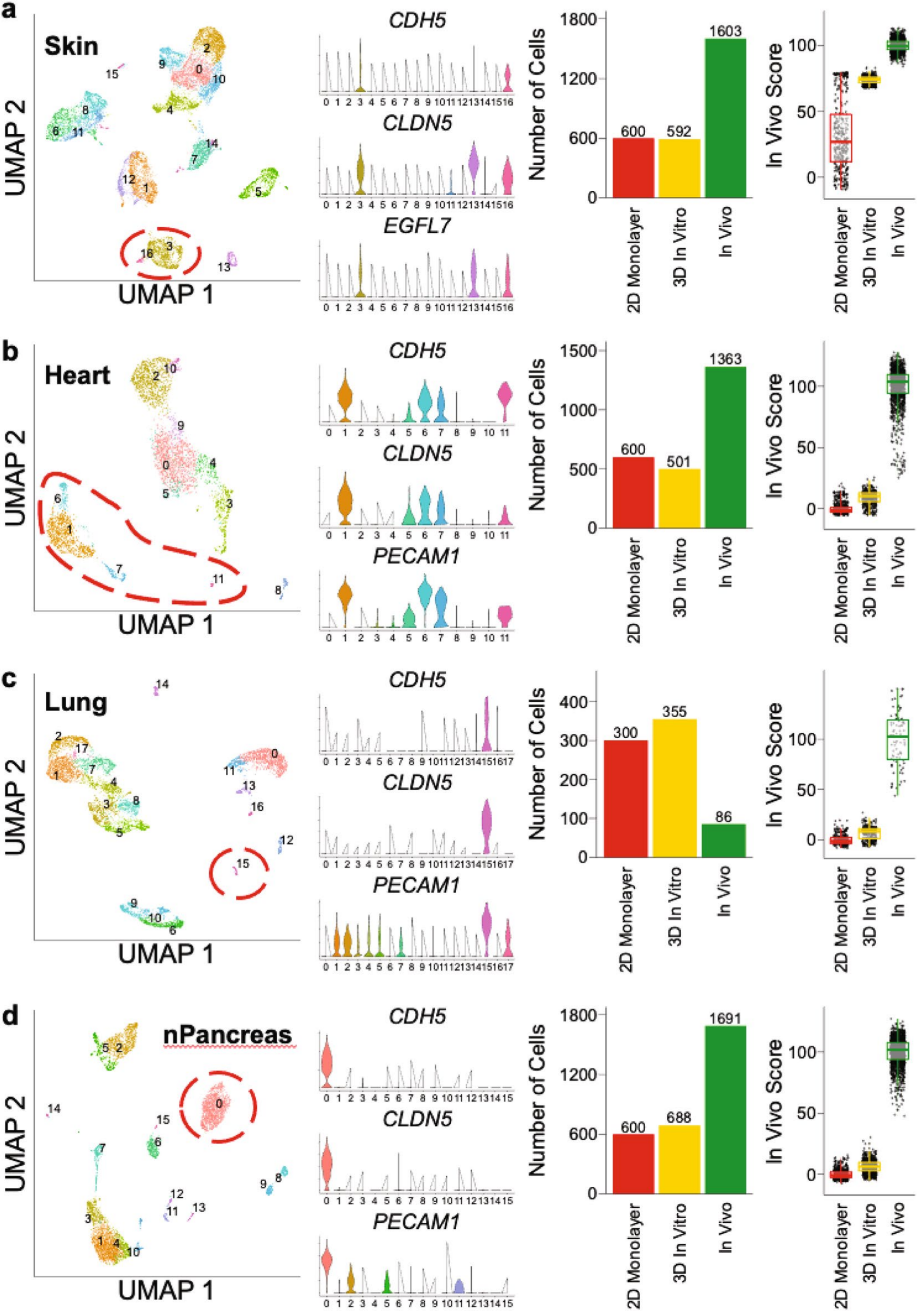
Transcriptomes of 3D in vitro ECs are more similar to in vivo ECs compared to 2D monolayer. (**a**) Comparison of ECFC-EC 2D in vitro monolayer, Heart 3D in vitro microvessel network ECs, and publicly available Heart in vivo ECs. Clustering determined using Seurat, and EC clusters identified using EC characteristic genes *CDH5*, *CLDN5*, and *PECAM1*. In Vivo Score determined by DEGs defining Heart in vivo ECs. *p < 0.05 by One-Way ANOVA. (**b**) Comparison of ECFC-EC 2D in vitro monolayer, Skin 3D in vitro microvessel network ECs, and publicly available Skin in vivo ECs. Clustering determined using Seurat, and EC clusters identified using EC characteristic genes *CDH5*, *CLDN5*, and *EGFL7*. In Vivo Score determined by DEGs defining Skin in vivo ECs. *p < 0.05 by One-Way ANOVA. (**c**) Comparison of ECFC-EC 2D in vitro monolayer, Lung 3D in vitro microvessel network ECs, and publicly available Lung in vivo ECs. Clustering determined using Seurat, and EC clusters identified using EC characteristic genes *CDH5*, *CLDN5*, and *PECAM1*. In Vivo Score determined by DEGs defining Heart in vivo ECs. *p < 0.05 by One-Way ANOVA. (**d**) Comparison of ECFC-EC 2D in vitro monolayer, nPancreas 3D in vitro microvessel network ECs, and publicly available nPancreas in vivo ECs. Clustering determined using Seurat, and EC clusters identified using EC characteristic genes *CDH5*, *CLDN5*, and *PECAM1*. In Vivo Score determined by DEGs defining nPancreas in vivo ECs. *p < 0.05 by One-Way ANOVA.

For the heart in vivo dataset, we identified ECs (clusters 1, 6, 7, and 11) by differential expression of EC characteristic genes *CDH5*, *CLDN5*, and *PECAM1* (Fig. 6b). The choice of these clusters was further reinforced by the analysis of other known EC characteristic genes (Supp. Fig. 9a). Additionally, none of these clusters consistently expressed any of the 4 lymphatic genes listed above (Supp. Fig. 9b). The similarity scores for each grouping were statistically different from each other by One-Way ANOVA (*p* < 0.05), where the 2D in vitro monolayer ECFC-EC score was 0 ± 4.64 (mean ± standard deviation); 3D in vitro Heart microvessel network ECs was 8.93 ± 5.56 (mean ± standard deviation); and in vivo Heart ECs was 100 ± 15.80 (mean ± standard deviation).

For the lung in vivo dataset, we identified ECs (cluster 15) by differential expression of EC characteristic genes *CDH5*, *CLDN5*, and *PECAM1* (Fig. 6c). The choice of this cluster was further reinforced by the analysis of other known EC characteristic genes (Supp. Fig. 10a). Additionally, this cluster did not express the 4 lymphatic genes listed above (Supp. Fig. 10b). The similarity scores for each grouping were statistically different from each other by One-Way ANOVA (*p* < 0.05), where the 2D in vitro monolayer ECFC-EC score was 0 ± 5.17 (mean ± standard deviation); 3D in vitro Lung microvessel network ECs was 6.73 ± 6.35 (mean ± standard deviation); and in vivo Lung ECs was 100 ± 26.93 (mean ± standard deviation).

For the normal pancreas (“nPancreas”) in vivo dataset, we identified ECs (cluster 0) by differential expression of EC characteristic genes *CDH5*, *CLDN5*, and *PECAM1* (Fig. 6d). The choice of this cluster was further reinforced by the analysis of other known EC characteristic genes (Supp. Fig. 11a). Additionally, this cluster did not express the 4 lymphatic genes listed above (Supp. Fig. 11b). The similarity scores for each grouping were statistically different from each other by One-Way ANOVA (*p* < 0.05), where the 2D in vitro monolayer ECFC-EC score was 0 ± 3.82 (mean ± standard deviation); 3D in vitro nPancreas microvessel network ECs was 6.38 ± 5.37 (mean ± standard deviation); and in vivo nPancreas ECs was 100 ± 11.09 (mean ± standard deviation). 

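Summed counts of the endothelial-like cells of each network were compared with those of the monolayer as log2 ratios of CPM, with 1 CPM added. In every network, most of the summed UMIs came from the high-UMI ECs, the smaller part of the cells. In Marrow 16 such cells gave 947541 of 1217566 UMIs, and in cPancreas 6 gave 168273 of 271382. The 2712 genes with at least 50 CPM in the monolayer or in every network had a median log2 ratio of -0.09 over the networks. Genes are named by a fixed rule: the 10 higher and the 10 lower in all 6 networks whose smallest change was largest. All 6 ratios of a gene share the value of the 1 monolayer library, so they are not independent of one another, and no gene was tested. *DDIT4* (ENSG00000168209, chromosome 10, 72273920 to 72276036) had 16.4 CPM in the monolayer (95% exact Poisson interval 15.2 to 17.8) and between 69.3 and 132 CPM in the networks, with a median log2 ratio of 2.52. *PHGDH* (ENSG00000092621, chromosome 1, 119648411 to 119744226) had 23.0 CPM in the monolayer and a median log2 ratio of 2.59. *MPZL2*, *PSAT1*, *PDLIM1*, *DDIT3*, *GLRX*, *ID1*, *DDX10* and *SAT1* followed, with median log2 ratios between 1.45 (*SAT1*) and 2.29 (*MPZL2*). Of the lower genes, *APLN* (ENSG00000171388, chromosome X, 129645259 to 129654937) had 519 CPM (512 to 527) in the monolayer and between 99.5 and 210 CPM in the networks, with a median log2 ratio of -1.81. *TUBA1A* (ENSG00000167552, chromosome 12, 49184796 to 49189324) had 945 CPM in the monolayer and a median log2 ratio of -1.26. *FEN1*, *GINS2*, *ARHGAP10*, *TRAM2*, *HIST1H1D*, *GMNN*, *HIST1H1B* and *CLSPN* were also lower, with median log2 ratios between -2.02 (*GINS2*) and -1.13 (*GMNN*). The unnamed cluster of 304 cells, with *HIST1H1B* and *HIST1H1D* among its top 10 genes, is not part of these ECs. Ratios with that cluster counted as ECs were not computed, so the lower histone genes may come partly from the EC call. *GLRX* and *ID1* were over 5 times higher in the stromal-like than in the endothelial-like cells of at least 1 network, so free stromal RNA would raise them in the ECs. In low-UMI ECs alone, all named genes kept the sign of their median log2 ratio but not its size, with 1.36 for *MPZL2* and -3.36 for *HIST1H1B*.

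**Figure D2:**
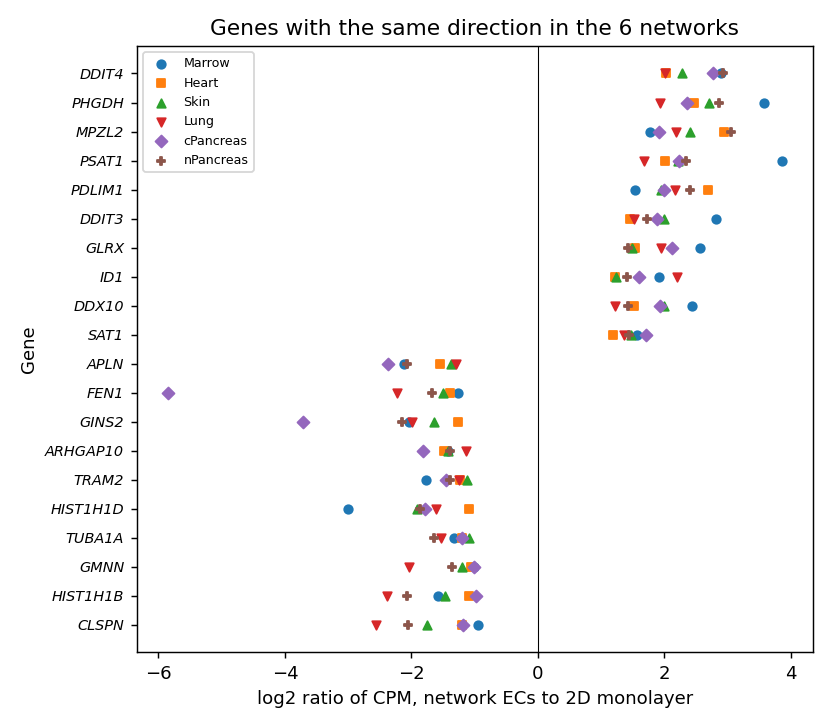
The log2 ratio of CPM in endothelial-like cells to CPM in the monolayer (horizontal) for the 20 named genes (vertical), with 1 point per network. The 10 genes above lie right of 0 and the 10 below left of 0 in all 6 networks. *FEN1* had no count in cPancreas, so its point there rests on the added 1 CPM.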

For reference, we also present the top ten differentially expressed genes between the ECFC-EC monolayer, the 3D in vitro microvessel networks (skin, heart, lung, and pancreas), and the in vivo ECs (skin, heart, lung, and pancreas) in Supp. Tables 6–9, respectively.

## Discussion

This study provides new insight into the interplay between stromal cells and endothelial cells at the transcriptomic level in 3D in vitro models of organotypic vasculature. By culturing the same population of organ-agnostic ECs with OSCs, we demonstrate that ECs modulate their transcriptome in response to the specific stromal cell population. The altered EC transcriptome is manifested, in part, by observable phenotypic differences of the microvessel network. Furthermore, the ECs present in a 3D organotypic microvessel network are not transcriptionally homogenous; rather the ECs cluster into five different phenotypes whose relative proportion depends on the OSC. Finally, the presence of the OSC encourages the 3D in vitro microvessel network-derived EC transcriptome to resemble more closely that of the matching organ-specific in vivo ECs compared with the same ECs cultured as a 2D in vitro monolayer.

To generate organ-specific 3D in vitro microvessel networks, we utilized commercially available OSCs and combined these with the same parental donor of ECs (organ-agnostic ECFC-ECs). These ECFC-ECs are isolated from umbilical cord blood (as described in *Methods*) and have been used extensively in in vitro models of the microcirculation by our group and others^20–22,33,41,48–51^. ECFC-ECs have previously been shown to form luminated vascular networks^22,41,51^, respond dynamically to chemical gradients in their local microenvironment^20^, and exhibit marker expression consistent with endothelium^52,53^; thus, they are an appropriate EC to create our organ-specific microvessel networks. By utilizing the same donor source of ECFC-EC for all microvessel networks, we aimed to ensure that any resultant phenotypic and transcriptomic differences observed in the ECs could be attributed solely to the presence of the different OSCs utilized in the hydrogel. The commercially available OSCs readily proliferated on tissue culture plastic in appropriate growth media, and exhibit marker expression consistent with stromal cells (Supp. Fig. 1). Our results demonstrate that OSCs actively proliferate and remodel the ECM while being co-cultured with ECs in the hydrogel with EGM-2 (Fig. 5), which has been previously confirmed by our group^21^.

Interestingly, we observed a significant variation in the number of cells isolated from each microvessel network (Supp. Fig. 3A). This variability may be due to variable efficiency in enzymatic digestion and mechanical disruption for each network. Additionally, there are likely inherent differences in the rate of proliferation of stromal cells between the 3D in vitro microvessel conditions, which may impact cell yield. 

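The deposited libraries held 2017 cells in Marrow, 1744 in Heart, 4562 in Skin, 5942 in Lung, 2442 in cPancreas and 2408 in nPancreas before any filter. The filters kept between 89.7% (Heart) and 98.0% (cPancreas) of them. These are cells called by CellRanger in 1 library per network, not cells counted after digestion.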

Finally, variability in cell yield due to extraction techniques (i.e. enzymatic digestion, mechanical dissociation, etc.) is not unique to this study, and has long been recognized when sourcing tissue-derived cells for scRNA-Seq^54^.

Following our initial unsupervised analysis of the transcriptome of all cells, we identified four clusters as endothelial cells (clusters 2, 16, 18, 24). However, of note was the significant heterogeneity in the expression of twelve known endothelial cell genes (Fig. 3a, Supp. Fig. 4) amongst these four clusters. The EC clusters were all positive for some (but not all) characteristic endothelial cell genes; but were also identified as EC by the absence of gene expression (or minimal expression) of a panel of twelve stromal cell-specific genes. Of particular note was our observation that CD31 (*PECAM1*) expression in cluster 2 was essentially undetectable despite being present by flow cytometry in 2D culture prior to 3D microvessel network formation. This could be attributed to the sequencing depth of our analysis (i.e., *PECAM1* may be expressed in the cluster, just at a lower level than other EC clusters, but higher than stromal cells), or may reflect differences in gene (single cell sequencing) and protein (flow cytometry) expression. 

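In the low-UMI ECs, which hold the largest endothelial-like cluster, 18.7% of 1630 cells had a *PECAM1* UMI at a median depth of 1078.5 UMIs. In the high-UMI ECs 97.0% of 436 cells had one, at a median of 41274 UMIs. Stromal-like cells, which give the background from free RNA, had one in 1.44% of cells at a median of 19814 UMIs. With each cell thinned to 1000 UMIs, the share was 14.7% (95% exact binomial interval 12.4 to 17.2%) of 892 low-UMI ECs (738 left out), 26.6% (22.5 to 31.1%) of 428 high-UMI ECs (8 left out), 25.0% (23.3 to 26.7%) of 2503 monolayer cells (224 left out) and 0.150% (0.0876 to 0.241%) of 11305 stromal-like cells (788 left out). Of the matched EC clusters of low depth, 11.6% (9.15 to 14.3%) of 623 EC-1-matched cells (575 left out) and 22.0% (17.1 to 27.6%) of 259 EC-2-matched cells (161 left out) had one, thinned in the same way. In summed counts *PECAM1* was at 147 CPM (134 to 160) in low-UMI ECs, 263 CPM in high-UMI ECs and 288 CPM in the monolayer. By network, the thinned share in endothelial-like cells ranged from 15.3% of 255 cells in Heart to 33.3% of 42 cells in cPancreas. As explanations, the paper proposes sequencing depth, a difference between RNA and protein, or quiescent ECs that need little CD31.

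**Figure D3:**
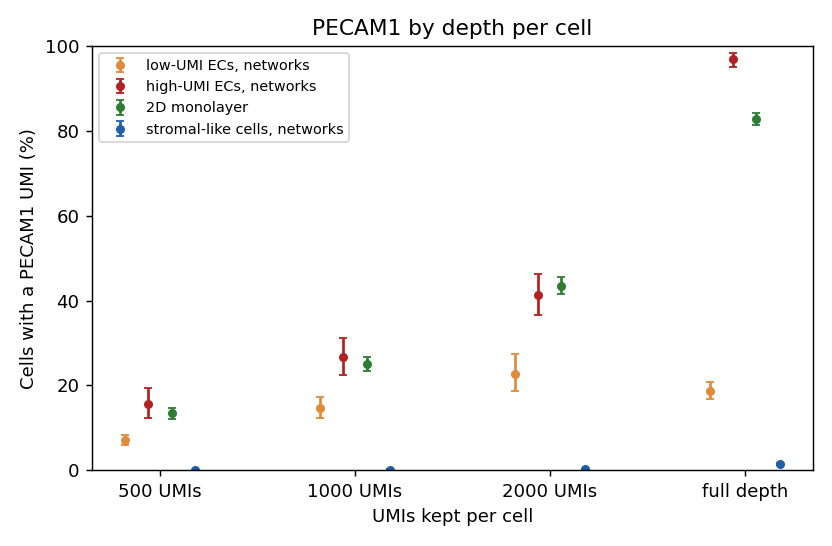
Share of cells with a *PECAM1* UMI (vertical, in %) with 500, 1000 or 2000 UMIs kept per cell and at full depth (horizontal), with 95% exact binomial intervals. Low-UMI ECs lie below high-UMI ECs and far above stromal-like cells, at 14.7%, 26.6% and 0.150% with 1000 UMIs.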

Alternatively, quiescent EC, with stable intercellular junctions may only require a low level of CD31 expression to maintain those junctions, whereas more actively dividing and migrating cells would require a higher level of turnover.

After re-normalizing and re-clustering only the ECs from the 3D in vitro microvessel network dataset, we observed five distinct clusters (Fig. 4). Four of these clusters (EC-2 through EC-5) demonstrated distinct transcriptomic profiles as shown by the relative overexpression of a small number (8–10) of genes (Fig. 4e). In contrast, EC-1, the largest EC cluster in each of the six cocultures (representing approximately 50% of the cells), is not well-defined; as such, cluster EC-1 may represent a population of EC performing generic EC functions that are common to all vasculature. 

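The EC-1-matched cluster was the largest of the matched clusters in all 6 networks, with 47.5% of the ECs in Marrow, 63.3% in Heart, 65.0% in Skin, 50.2% in Lung, 50.0% in cPancreas and 55.3% in nPancreas. A median of 547.5 genes was detected per cell, against 5784 in the EC-5-matched cluster. The share over all ECs fell to 43.3% with each cell thinned to 1000 UMIs and to 2.89% when every cluster with a higher endothelial than stromal score was counted, where a cluster of 1216 cells matched EC-3.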

Cluster EC-2 is negatively correlated with microvessel network length and, based on GO and pseudotime analysis, is consistent with a more stable and differentiated population of ECs involved in active protein synthesis. The negative correlation with microvessel network length may suggest that active microvessel elongation is associated more with migratory processes as opposed to protein synthesis.

Since we only analyzed a single timepoint (7 days), it is possible that the organotypic microvessel networks develop at different rates, and different proportions of the EC clusters would be observed at different timepoints. Cluster EC-5 is the smallest cluster, generally representing < 10% of the ECs in any of the organotypic microvessel networks. It is well-defined, and is characterized by genes associated with angiogenesis, in particular extracellular matrix proteins (e.g., *COL4A2*, *COL18A1*, and *COL4A1*). 

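EC-5-matched cells made up 13.9% (95% exact binomial interval 7.79 to 22.2%) of the ECs in Marrow, 11.4% (8.55 to 14.9%) in Heart, 25.4% (21.7 to 29.4%) in Skin, 34.9% (29.7 to 40.3%) in Lung, 7.14% (2.36 to 15.9%) in cPancreas and 14.5% (11.8 to 17.4%) in nPancreas. At resolution 0.5 this cluster separated into an EC-3-matched and an EC-5-matched part, and the EC-5-matched share over all ECs was 4.79%.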

The presence of clusters EC-4 and EC-5 suggests that 7 days may not be adequate to achieve a truly quiescent microvessel network, or that the presence of growth factors in our media allows these phenotypes to persist.

Perhaps not surprisingly (given that each microvessel network was formed with a specific OSC), each 3D organotypic microvessel network was associated with a population of OSCs characterized by a unique set of DEGs (e.g., OSC-3 and skin OSCs). However, surprisingly this unique cluster in each coculture was associated with GO terms consistent with extracellular matrix production and organization (with notable exception of OSC-5, the only cancer associated fibroblast)—processes generally considered to be shared across stromal cells. As such, these subpopulations of stromal cells may contribute to the morphological differences of the organotypic microvessel networks (Fig. 1b,c), and differences in the EC transcriptome (Fig. 3c). Furthermore, this observation suggests that each stromal cell may invoke unique gene networks to create and support organ-specific extracellular matrix. The stromal cell clusters common to all of the organotypic microvessel networks (OSC-1 and OSC-7) are associated with GO terms related to protein synthesis (OSC-1) and cell proliferation (OSC-7). 

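In the OSC set that takes in every cell outside the wider EC call, at resolution 0.1 (chosen after seeing the data), the largest shared cluster made up 47.7% of Marrow, 66.0% of Heart, 24.6% of Skin, 25.8% of Lung, 62.1% of cPancreas and 20.2% of nPancreas OSCs. It was the largest cluster in Heart and cPancreas, while in Skin (62.7%), Lung (69.1%) and nPancreas (75.3%) the network's own cluster was larger, and in Marrow it held 833 cells against 835.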

OSC-1 is the largest stromal cell population in each network (~ 25–60% of stromal cell population), but, as was the case with the largest EC cluster, is not well-defined by a unique set of genes. Thus, OSC-1 may represent a stromal cell population carrying out more generic stromal cell functions that are not unique to a specific tissue.

This study raises important questions regarding how closely 3D in vitro microvessel networks resemble in vivo conditions. While a wide range of OSCs support microvessel network growth in this model system, the mere presence of an OSC does not fully convert, at the transcriptional level, an otherwise naïve EC into an organ-specific EC. While we were only able to compare the transcriptome of our organotypic 3D microvessel networks to four in vivo EC datasets (skin, heart, lung, and pancreas), our results suggest that the EC in the 3D organotypic microvessel network is more similar to the in vivo EC compared to 2D ECFC-EC monolayers cultured alone, but that the degree of similarity may depend on the organ and OSC. The emergence of publicly accessible human organ-specific transcriptomic datasets is a welcome development over the past several years^28–30,55–59^; however, these datasets remain incomplete and do not yet paint a full picture of the EC transcriptome. There are numerous murine datasets^60,61^ which aim to fill in these gaps, but known differences in murine and human EC biology limit their application.

Several limitations of the 3D organotypic microvessel network model system likely contribute to transcriptomic differences with in vivo ECs. First, the model system utilizes fibrin as the ECM basis for the hydrogel. Moreover, the model that we present here utilizes bovine fibrinogen, which differs slightly from human fibrinogen due to subtle amino acid residue insertions at the N-terminus of two of the three constituent polypeptide chains^62,63^. While these differences may impact mechanical and chemical aspects of the hydrogel, it does not appear to negatively affect either the ECFC-ECs nor the OSCs in terms of their respective survival, proliferation, marker expression, or gene expression. These vascularized hydrogel systems are very amenable to the utilization of different types of ECM, including different types and amounts of collagen^35,64,65^, as well. Additionally, the model is supported entirely through diffusion of nutrients through the tissue (no convective flow). It is well known that intraluminal physiologic shear impacts EC phenotype^66,67^, and interstitial shear can also impact both endothelial and stromal cell phenotype^20,68^. The media chosen to support these cells (EGM-2) also contains VEGF and FGF (among other factors), which have both been shown to encourage EC proliferation, migration, and angiogenic sprouting^20,69–71^. Therefore, the 3D in vitro microvessel networks may not be fully quiescent relative to the in vivo capillary bed. Additionally, other common (e.g., immune) and organ-specific (e.g., keratinocyte, cardiomyocyte) cell types are abundant in the interstitium, and are not included in our simple 3D system. These cells are capable of impacting the mechanical microenvironment and/or secreting soluble mediators that could impact vascular network formation and stability^72–74^.

In summary, we created organotypic 3D microvessel networks by combining an organ-agnostic EC with six different OSCs. All six OSCs supported microvessel network formation, suggesting that this simple model system may be a useful and more physiologically relevant model system to investigate processes such as organ-specific angiogenesis. After 7 days, the transcriptome of the ECs in the microvessel networks could be characterized by five different populations, and the relative proportion of each was dependent on the OSC. Furthermore, morphologic features of the microvessel networks, such as total vessel length, correlated strongly with an EC cluster associated with protein synthesis. Each of the OSCs were associated with a unique cluster of cells who transcriptome was associated with extracellular matrix production and organization, suggesting that these processes, common to all organs, may have organ-specific gene pathways. Finally, while the transcriptome of the ECs in the 3D organotypic microvessel networks more closely resembled the transcriptome of in vivo ECs compared to EC in 2D monolayer, there remains a significant gap, which is likely related to factors (cells, mediators, mechanical environment) in the interstitium not present in our model system known to impact EC function.

## Supplementary Information

Supplementary Information.

## Data Availability

3D in vitro microvessel network raw data and 2D in vitro ECFC-EC monolayer data have been made publicly available at NIH GEO (GSE206256).

## Abbreviations

BSA: Bovine serum albumin
cPancreas: Cancer pancreas
DEGs: Differentially expressed genes
DPBS: Dulbecco’s phosphate buffered saline
EC: Endothelial cell
ECFC-EC: Endothelial colony forming cell-endothelial cell
ECM: Extracellular matrix
GO: Gene ontology
nPancreas: Normal pancreas
OSC: Organotypic stromal cell
PBS: Phosphate buffered saline
scRNA-Seq: Single cell RNA-sequencing
UMAP: Uniform manifold approximation and projection

How the deposited data were processed for this re-analysis (not part of the article)

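The study sequenced single cells from 6 microvessel networks, each made with ECFC-ECs and stromal cells of another source, and from a 2D monolayer of ECFC-ECs alone. Each condition is 1 library. The deposited values are UMI counts for each gene and cell barcode, which the authors made with CellRanger, including its call of cells, and deposited without normalization or quality filters. The median depth of the kept cells was 6933 UMIs in Marrow, 3206 in Heart, 13470 in Skin, 21478 in Lung, 5446 in cPancreas, 1998 in nPancreas and 12408 in the monolayer. At 1000 UMIs per cell, a share of 18.6% of 1320 cells has a 95% interval of 16.5 to 20.8%.

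Cells with fewer than 200 or more than 7500 genes, or with over 10% mitochondrial UMIs, were left out, as in the paper. Seurat 5.3.0 in R 4.3.3 log-normalized the counts (scale factor 10000), chose 2000 variable genes and clustered the cells on 20 principal components with the Louvain method (seed 42), without integration. Resolutions were 1 for all cells, 0.3 for ECs and 1 for OSCs. Clusters were named from lists of 28 endothelial, 23 stromal, 6 immune, 5 epithelial and 4 lymphatic markers. A marker counted as detected with a UMI in at least 10% of the cells of a cluster. EC clusters were matched to EC-1, EC-3, EC-4 and EC-5 by the genes the paper's text names for them, and to EC-2, for which it names *RPS27* as an example of ribosomal genes, by all ribosomal protein genes. Low-UMI and high-UMI ECs are groups of clusters defined from the data and not conditions. Scrublet scores were computed per library with scanpy 1.11.5, and a diffusion pseudotime with the same package (20 neighbors, 10 diffusion components).

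Levels are summed UMIs as CPM with exact Poisson intervals, and shares of cells have exact binomial intervals, all at 95%. Shares that depend on depth were computed with each cell thinned to 1000 UMIs, shallower cells left out, and also at full depth. Cell cycle phases were scored with Seurat's S and G2/M lists, kept to genes found in at least 0.5% of the cells. Variation between cells is the Fano factor over genes with a mean of at least 0.1 UMIs. With 1 library per condition, no gene, share or network was tested against another. The relation of each EC cluster's share to vessel length was tested over the 6 networks by exact permutation, adjusted over 4 clusters by the Benjamini-Hochberg method. Genes named for the comparison of networks with the monolayer are the 10 with the largest smallest change in each direction, among genes changed the same way in all 6 networks and with at least 50 CPM in the monolayer or in every network. Genes that the paper names were taken as well. TMM factors came from edgeR 4.0.16.

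The alternatives were 10 or 30 principal components, other resolutions (0.1, 0.2, 0.3, 0.5 or 1.5), a mitochondrial limit of 20%, removal of Scrublet doublets, cells thinned to 500, 1000 or 2000 UMIs, ribosomal and mitochondrial genes left out of the variable genes, other rules for calling ECs, a Fano minimum of 0.5 UMIs, variation without S and G2/M phase genes, cells with at least 2000 UMIs, and TMM factors. Alternatives added after seeing the data were the removal of the highest Scrublet scores, a wider EC call, OSCs taken as every cell outside it (at resolutions 1 and 0.1), and full depth for *PECAM1* and for variation. The steps were tested on simulated data: of 200 simulated genes changed 4-fold, 100% had the right direction at 240000 summed UMIs, where 1.54% of unchanged genes passed 1 on the log2 scale, and 100% of 1200 simulated cells fell into a cluster of their own profile. The share of cells by profile counts a profile split by depth as right, so it cannot show whether clusters separate by depth. Of 93 simulated genes that differed between mixed profiles, 81.7% had a higher Fano factor.

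The in vivo similarity scores were left out because the in vivo cells are not among the deposited samples. Gene ontology terms were left out because no term annotation was at hand, and Monocle 3 was not available. Genes of the Y chromosome and of X inactivation are named nowhere, since the cells come from human donors, but they were not removed before clustering. Other genes of the X chromosome were kept.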

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

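The numbers of markers that define the cells below were set after seeing the data. The test of free RNA was chosen only after results on these cells were seen, and the test of doublets before.

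Some cells carry both endothelial and stromal markers, which the paper does not report on. Cells over 3000 UMIs were counted when they had at least 14 of the 28 endothelial and at least 12 of the 23 stromal markers. They drew attention because they made up 0.494% (95% exact binomial interval 0.283 to 0.801%) of such cells in Skin (16 of 3239) and 0.727% (0.498 to 1.03%) in Lung (32 of 4400). The monolayer, which holds no stromal cells, had 0 of 2313, with an interval up to 0.159%. Depth was not matched in this comparison. Those monolayer cells had a median of 13809 UMIs, against 38287.5 in the Skin and 50984 in the Lung cells with both sets. nPancreas had 4 of 864 (0.463%, 0.126 to 1.18%), Marrow and Heart had 1 such cell each and cPancreas 0, so 54 of 11982 cells over the 6 networks (0.451%) carried both sets.

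Doublets of 1 EC and 1 OSC are a candidate explanation. In such a pair, the endothelial marker level as a fraction of that in high-UMI ECs and the stromal marker level as a fraction of that in stromal-like cells with at least 10000 UMIs should sum to about 1, and between 0.8 and 1.2 was set as the range. The sum was 1.12 over the cells of both networks, 0.994 in Skin and 1.18 in Lung. Depth speaks against pairs that kept all UMIs of both cells: the median was 38287.5 UMIs in Skin, where high-UMI ECs had 37806 and the stromal-like cells 21217, and 50984 in Lung, where they had 40493 and 27925. Doublets are therefore left open as the whole cause. The median Scrublet score of the 54 cells lay at the 90.6th percentile of their library, and 19 of them were among the 5% highest scores. Free RNA from other cells as the whole cause is argued against for most of these cells. On abundant genes outside the marker lists, the median mixed cell was at least 2.06 times the 99th percentile of the background, which is the level of stromal genes in the other high-UMI ECs and of endothelial genes in the other stromal-like cells of the same network. Between 78.1% and 90.6% of the mixed cells lay above that percentile. Cells that take on stromal genes stay open as a biological explanation, which was not tested, and with 1 library per network Skin and Lung cannot be compared with the other networks.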

How the results depend on the processing

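The tests with the highest Scrublet scores removed, with the wider EC call, with OSCs taken as every cell outside that call, and with *PECAM1* and variation at full depth were chosen only after the results were seen. The other settings were chosen before the data were examined. No paired analysis was possible because each condition is 1 library. The cause was not tested for any of the changes below, unless named.

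The number of clusters of all network cells stayed within 1.5 times the reported 27 under all 9 settings (18 to 32), and the stromal-like cells of the highest network within 1.5 times 4552 under all 12 (3857 to 5309). The total of endothelial-like cells did so under 11 of 12 settings, the number of EC clusters under 9 of 10 and the number of OSC clusters under 8 of 10. The EC-2 correlation with vessel length stayed negative under all 10 settings, and the difference in cycling cells between monolayer and ECs kept its size under both settings (23.1 and 25.3 points). The 20 named genes were chosen for large changes, and 2 settings could not turn them: cells with at least 2000 UMIs hold most of the summed counts (high-UMI ECs alone have 18152356 of 21403940 UMIs), and TMM factors moved the median log2 ratio by 0.01.

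Counting every cluster with a higher endothelial than stromal mean gave 4321 ECs in place of 2066 (230 in the lowest and 1001 in the highest network), 849 stromal-like cells in the lowest network and 7 EC clusters. There the EC-2-matched share ranged over 80.7 points in place of 34.4, the EC-1-matched share was 2.89% and the EC-5-matched share 10.2%, and the rank correlation passed 0.05 (rho -0.90, exact permutation p = 0.0278). This setting takes in 2 unnamed clusters (304 and 1082 cells) and 1 that is named stromal-like (869 cells), and its largest EC cluster (1216 cells) matched EC-3 and not EC-1. With cells thinned to 1000 UMIs, which drops shallow cells by construction, the lowest network had 42 ECs in place of 70 and 902 stromal-like cells in place of 367. The EC-1-matched share was 43.3% in place of 58.0%, the EC-5-matched share 37.8% in place of 19.5%, the OSCs in network-specific clusters 76.5% in place of 80.1%, and r no longer passed 0.05 (-0.79, exact permutation p = 0.0639).

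The stromal-like cells of the lowest network also rose to 825 with 10 and 791 with 30 principal components, 808 at resolution 0.5, 990 at resolution 1.5, 812 without ribosomal and mitochondrial variable genes and 1212 with ECs called cell by cell. The EC-5-matched share was 4.60% with 10 components, where a cluster of 348 cells matched EC-4, 21.7% at resolution 0.2 and 4.79% at resolution 0.5. OSCs in network-specific clusters made up 82.5% with 10 components, 77.6% at resolution 0.3, 78.8% without ribosomal and mitochondrial variable genes and 83.4% with Scrublet doublets removed. That removal took out only 7 network cells, so its change cannot be read as an effect of doublets. Resolution 0.1 gave 12 OSC clusters in place of 21, 74.7% of OSCs in network-specific clusters, and 2362 cells in the largest shared cluster in place of 769.

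Of the settings chosen after seeing the data, removing the highest Scrublet scores gave 796 stromal-like cells in the lowest network and 77.2% of OSCs in network-specific clusters. The wider EC call gave 1064 and an EC-1-matched share of 52.0%, and r no longer passed 0.05 (-0.83, exact permutation p = 0.0528). The pseudotime order of the clusters matched to EC-2 and EC-4 changed (EC-2 minus EC-4 0.102, in place of -0.329). The EC-4 match fell on another cluster there, 273 cells at a median of 1311 UMIs in place of 45 at 58079. No order of the same cells was thus shown to reverse. Taking every cell outside that call as OSCs gave 68.8% in network-specific clusters. At resolution 0.1 it gave 58.8%, 8 clusters and 5540 cells in the largest shared cluster.

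The *PECAM1* difference between high-UMI and low-UMI ECs was 18.6 points at 2000 UMIs and 78.3 at full depth, in place of 11.9, where fewer UMIs are thinned away. The difference in cycling cells between ECs and OSCs was 33.4 points at full depth in place of 18.4. The variation of Skin ECs minus the monolayer was 0.0413 at 2000 UMIs and 0.147 with a mean of at least 0.5 UMIs, in place of 0.0546. At full depth the difference was 1.15, to which unequal UMIs per cell add. In cPancreas this difference reversed at 2000 UMIs (-0.103 in place of 0.0891), with 16 cells left. Depth limits these results: 746 of the 2066 endothelial-like cells have fewer than 1000 UMIs.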

Differences from the paper's values

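Among the tests named here, those with the wider EC call, with every cell outside it taken as OSCs and with the highest Scrublet scores removed were chosen only after the results were seen. The removal of Scrublet doublets took out only 7 network cells, so it cannot show what doublets do to the values below.

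The paper gives 8 OSC clusters, and 21 were found here. Of the alternatives set before the data were examined, resolution 0.1 (12 clusters) comes within 1.5 times of the paper's value, while 10 and 30 principal components, resolution 0.3, thinning, the removal of ribosomal and mitochondrial variable genes and the removal of Scrublet doublets (14 to 22 clusters) do not. Every cell outside the wider EC call at resolution 0.1, chosen after seeing the values, gives 8 clusters.

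The paper's lowest number of OSCs in a network is 1065, and here the lowest number of stromal-like cells is 367, with unnamed cells left out where the paper counts all cells that are not ECs. Of the alternatives set before the data were examined, 10 (825) and 30 (791) principal components, resolutions 0.5 (808) and 1.5 (990), thinning (902), the removal of ribosomal and mitochondrial variable genes (812), ECs called cell by cell (1212) and every cluster with a higher endothelial than stromal mean (849) come within 1.5 times. The mitochondrial limit of 20% (398) and the removal of Scrublet doublets (369) do not. The wider EC call (1064) and the removal of the highest Scrublet scores (796), chosen after seeing the values, also come within it.

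For EC-5 the paper gives a share generally below 10% of the ECs of a network. Here the EC-5-matched share is below 10% in 1 of 6 networks (cPancreas, 7.14%), and the highest is 34.9% (Lung). Of the alternatives set before the data were examined, 10 principal components (9.79%) and resolution 0.5 (10.4%) come within 1.5 times, with a cluster of 348 cells matched to EC-4 in the former and of 304 cells to EC-3 in the latter. Not within it are 30 principal components (34.6%), resolution 0.2 (37.9%), thinning (53.8%), the removal of ribosomal and mitochondrial variable genes (34.9%), the removal of Scrublet doublets (34.9%) and every cluster with a higher endothelial than stromal mean (20.7%).

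For its largest shared OSC cluster, the paper gives 25 to 60% of the OSCs of a network, and the largest shared cluster here makes up 0.308% (Lung) to 21.6% (Heart). Of the alternatives set before the data were examined, resolution 0.1 reaches the highest share (55.2%) but not the lowest (13.1%). The other alternatives (10 and 30 principal components, resolution 0.3, thinning, the removal of ribosomal and mitochondrial variable genes, the removal of Scrublet doublets) reach neither. Every cell outside the wider EC call at resolution 0.1, chosen after seeing the values, gives 20.2 to 66.0%.

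In the paper, EC-5 is the smallest EC cluster, while here the EC-4-matched cluster is the smallest, with 45 cells against 403, and no cluster matches EC-3. With 10 principal components the EC-5-matched cluster is the smallest (95 cells), and at resolution 0.5 a cluster matches EC-3. The paper's pseudotime runs from EC-3 over EC-5, EC-4 and EC-1 to EC-2. Here the EC-4-matched cluster (0.883) comes after the EC-2-matched cluster (0.554), and under the wider EC call, chosen after seeing the values, EC-2 comes last (0.948) and EC-4 after EC-1 (0.846 and 0.818). The EC-4 match under that call is another cluster, with 273 cells at a median of 1311 UMIs in place of 45 at 58079. The paper gives Skin network ECs less variation between cells than the monolayer in its similarity score, and here the median Fano factor, another measure, is 1.08 against 1.03. In the paper, the shared cluster OSC-1 is the largest in each network. In the split that gives 8 clusters, the network's own cluster is larger in Marrow (835 against 833 cells), Skin, Lung and nPancreas.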

Other observations

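The tests of free RNA and of the loss of mitochondrial and nuclear RNA were chosen only after the results were seen.

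Of the endothelial-like cells, 78.9% are low-UMI ECs, and they stand apart from the high-UMI ECs. Fewer UMIs counted from the same transcripts are argued against: thinned to 1000 UMIs and clustered again, 94.9% of the high-UMI ECs sat in a cluster where they were the majority, with 10.4% of the low-UMI ECs. Free RNA from other cells as the main content is argued against too, since the stromal marker level in low-UMI ECs was 0.0664 of that over all cells of the library (median over the networks). Loss of mitochondrial and nuclear RNA before capture may contribute. The mitochondrial share and the share of *MALAT1* plus *NEAT1* were both lower in low-UMI than in high-UMI ECs in 6 of 6 networks, but by very different amounts. For *MALAT1* plus *NEAT1* the gap was widest in Heart (0.0796% against 1.96%) and narrowest in Marrow (0.322% against 0.911%), and for the mitochondrial share it was narrowest in Marrow (1.92% against 2.47%). The monolayer has cells under 3000 UMIs as well, with 1.31% against 1.49% of *MALAT1* plus *NEAT1*. Whether the hydrogel or its digestion made the low-UMI ECs cannot be told apart from the stromal cells and the 3D culture, since the only library without them is the monolayer. Over 2420 genes, the low over high UMI ratios of monolayer and networks had a Spearman rho of 0.244. A quiescent state of these ECs stays open and was not tested.

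*PECAM1* UMIs were found in few low-UMI ECs. The number of UMIs per cell as the whole cause is argued against for the low-UMI ECs taken together, since the high-UMI ECs thinned to 1000 UMIs still had a share higher by 11.9 points, with intervals that do not overlap. This holds for the EC-1-matched cells alone (11.6%, 9.15 to 14.3%, against 26.6%, 22.5 to 31.1%). For the EC-2-matched cells (22.0%, 17.1 to 27.6%) the intervals overlap, so depth is left open there. The loss of RNA before capture was not tested for *PECAM1* by itself, and a lower transcript level in these ECs stays open.

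With every cell outside the wider EC call taken as OSCs, a cluster of low depth was shared by the networks. Fewer UMIs counted from the same transcripts are argued against, since 99.1% of the cells of network-specific clusters stayed in such clusters when thinned to 1000 UMIs. Loss of mitochondrial and nuclear RNA before capture may contribute, since both shares were lower in the shared cluster than in the network's own cluster in 6 of 6 networks, for *MALAT1* plus *NEAT1* with the largest ratio in Heart (0.0963% against 3.19%) and the smallest in Lung (0.393% against 3.17%). The mitochondrial gap was small in Skin (2.64% against 2.80%). A stromal state common to the networks stays open and was not tested.

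The EC-2-matched share was lower in networks with longer vessels. The share of low-UMI cells among the ECs as the cause is argued against, since within low-UMI ECs alone r was -0.86 (exact permutation p = 0.0361). By rank, rho there was -0.81 (exact permutation p = 0.0611), which does not pass 0.05. With 4 networks left, r within low-UMI ECs was -0.51. Counting error in networks with few ECs is argued against as well, since the central 95% of r over 10000 draws from the binomial spread ran from -0.89 to -0.69. The depth of the library itself had an r of 0.25 (exact permutation p = 0.656) with vessel length. With 4 networks left its r was -0.89, so its relation to length depends on the networks used and library depth is left open. These tests leave open that the EC-2-matched cells, with 0.557% mitochondrial UMIs, are cells that lost RNA. The stromal source, which differs for each network, also stays open and was not tested.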
